# Identification of Gene Expression Signatures for Phenotype-Specific Drug Targeting of Cardiac Fibrosis

**DOI:** 10.3390/ijms24087461

**Published:** 2023-04-18

**Authors:** Dominika Lukovic, Ena Hasimbegovic, Johannes Winkler, Julia Mester-Tonczar, Katrin Müller-Zlabinger, Emilie Han, Andreas Spannbauer, Denise Traxler-Weidenauer, Jutta Bergler-Klein, Noemi Pavo, Georg Goliasch, Sandor Batkai, Thomas Thum, Faiez Zannad, Mariann Gyöngyösi

**Keywords:** porcine model, myocardial fibrosis, transcriptomics, iLINCS

## Abstract

We have designed translational animal models to investigate cardiac profibrotic gene signatures. Domestic pigs were treated with cardiotoxic drugs (doxorubicin, DOX, n = 5 or Myocet^®^, MYO, n = 5) to induce replacement fibrosis via cardiotoxicity. Reactive interstitial fibrosis was triggered by LV pressure overload by artificial isthmus stenosis with stepwise developing myocardial hypertrophy and final fibrosis (Hyper, n = 3) or by LV volume overload in the adverse remodeled LV after myocardial infarction (RemoLV, n = 3). Sham interventions served as controls and healthy animals (Control, n = 3) served as a reference in sequencing study. Myocardial samples from the LV of each group were subjected to RNA sequencing. RNA-seq analysis revealed a clear distinction between the transcriptomes of myocardial fibrosis (MF) models. Cardiotoxic drugs activated the TNF-alpha and adrenergic signaling pathways. Pressure or volume overload led to the activation of FoxO pathway. Significant upregulation of pathway components enabled the identification of potential drug candidates used for the treatment of heart failure, such as ACE inhibitors, ARB, ß-blockers, statins and diuretics specific to the distinct MF models. We identified candidate drugs in the groups of channel blockers, thiostrepton that targets the FOXM1-regulated ACE conversion to ACE2, tyrosine kinases or peroxisome proliferator-activated receptor inhibitors. Our study identified different gene targets involved in the development of distinct preclinical MF protocols enabling tailoring expression signature-based approach for the treatment of MF.

## 1. Introduction

Cardiac injury, pressure and volume overload [1], myocardial infarction [1] and treatment with cardiotoxic cytostatic drugs [2] are pathogenetic events that all result in the development of myocardial fibrosis (MF) leading to cardiac remodeling and heart failure (HF). MF is the cumulative result of dynamic changes manifesting on the molecular, cellular and interstitial levels that represent compensatory mechanisms in response to myocardial injury. Depending on the pathological stimuli affecting the myocardium, distinct remodeling cascades have been described, involving loss of cardiomyocytes (CMs), CMs hypertrophy and the development of MF. Despite the distinct molecular signals involved in the histopathology of MF, the essential common denominator of the cellular alternations is the signaling pathways involved in cell death/cell survival, inflammation, oxidative stress signaling and regulation of ion channels [3]. The main consequences of such molecular and structural modifications generate the functional, structural and electrical substrate for the progression of HF and sudden cardiac death [4].

Treatments aimed at reversing MF processes and targeting its molecular activators have become the main objective of HF therapy. To date, several pre-clinical studies have analyzed the mechanisms responsible for the development of HF, enabling the identification of several drugs with beneficial effects in terms of attenuating the progression of HF [1,5,6,7,8].

Research on MF has thus far been hampered by a limited access to human myocardial samples. Therefore, the development of meaningful in vivo translational animal models of MF is indispensable for the understanding of potentially treatable molecular mechanisms.

Here, we present multiple translational porcine models of different MF etiologies. We induced replacement fibrosis by the treatment of domestic pigs with doxorubicin drugs which possess known cardiotoxic effects. Diffuse replacement fibrosis occurs by exposure of the heart to toxic agents, local or systemic inflammatory processes or during scar formation after myocardial infarction and is associated with cell damage or necrosis, leading to the degradation of normal tissue, which is replaced by newly formed extracellular matrix fragments [9].

Furthermore, we have developed an animal model of pressure overload-induced with myocardial hypertrophy and a volume overload model induced by ischemic cardiomyopathy. Diffuse interstitial MF, which is characterized by an excessive deposition of collagen fibers through the entire myocardium [10], was observed in both models. Infiltrative diffuse interstitial fibrosis emerges from the deposition of insolvable proteins such as amyloid or glycosphingolipids [11].

We hypothesized that distinct models of MF might exhibit relatively similar but also unique gene expression signature profiles, enabling the targeting of particular genes that play substantial roles in the progression of HF.

In the current study, we performed a secondary analysis of transcriptomic data obtained via a next-generation sequencing (NGS) approach. We retrieved previously published data [2] describing the differential gene expression in anthracycline-treated animals which demonstrated diffuse MF. Together with bulk RNA sequencing data retrieved from the pig models that exhibit progressive cardiac hypertrophy with MF and a myocardial infarction model with focal MF, we compared global gene expression signatures of these experimental models against untreated animals and connected the signatures with drugs perturbagens present in the iLINCS database in order to search for novel treatment approaches.

## 2. Results

### 2.1. Induction of CR Was Accompanied by the Development of MF

We have previously demonstrated that treatment with the cytostatic anthracycline anti-cancer drugs, doxorubicin and Myocet induces the development of severe MF in the LV of pigs, as shown by cMRI imaging and histology [2]. We observed substantial fibrosis and myocyte hypertrophy in the LV tissue in pigs with percutaneous artificial aortic stenosis [1]. Catheter-based reperfused anterior wall myocardial infarction in mid-LAD increased myocardial fibrosis in the remote area with signs of adverse ventricular remodeling [12]. Histological analyses confirmed pronounced MF and deposition of collagen (red color) in all fibrosis models (Supplementary Figure S1).

### 2.2. Analysis and Summary of RNA-Seq Data Quality

Induced MF of animal models treated with cardiotoxic reagents (DOX and MYO groups) or in animals undergoing percutaneous coronary intervention (PCI; RemoLV and Hyper groups) induced molecular changes translated into differential gene expression. We performed bulk RNA-seq in order to analyze global transcriptome changes of LV myocardial tissues in experimental models of MF. 

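RNA from LV tissue of 19 pigs was sequenced: 5 pigs given doxorubicin (DOX), 5 given its liposomal form Myocet (MYO), 3 with reperfused myocardial infarction (RemoLV), 3 with stenosis of the aortic isthmus (Hyper) and 3 controls (Control). The paper calls the controls untreated in its methods and sham-operated in the legend of Fig. 6, and the sample descriptions call them sham-operated. DOX and MYO pigs received 60 mg/m2 in each of 3 cycles, and the coronary occlusion in RemoLV lasted 90 min. The authors counted the aligned read pairs on the genes of the Ensembl gene model with HTSeq and deposited whole-number counts without normalization, with 1 count file per library. They also deposited a table of 14744 genes with transformed expression per sample and the DESeq2 log2 fold change of each group against Control. The sample names of these deposits differ. Each of the 19 sample columns of the authors' table had a Spearman correlation of 1.0 with exactly 1 count file, and the highest correlation with any other file was 0.992. In 8 of the 19 columns the matching count file carried the label of another group. The columns named Control hold the 3 libraries whose count files are labelled RemoLV, the columns named RemoLV hold the 3 libraries labelled Control, and 1 DOX and 1 MYO library are exchanged. Here the names on the count files are called file labels and the names in the authors' table are called table names. Conditions were taken from the file labels, and every comparison was computed again with the table names after the conflict had been seen. Nothing in the files decides between the file labels and the table names.

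Counts were scaled by edgeR's TMM method, genes with low counts were removed by filterByExpr, and the remaining 13552 genes were compared in 1 model of the 5 groups with the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. A DEG had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 2, as in the paper. Expression is given in CPM, counts scaled to an equal effective library size. The paper took the DOX and MYO data from an earlier study, so that a difference between series of libraries and a difference between groups cannot be told apart for these 10 libraries. The sampled wall, which the paper gives as posterior in RemoLV and anterior in the other groups, likewise coincides with the RemoLV group. Alignment and counting are the authors' and were not repeated here.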

The analysis generated a total number of sequenced reads ranging from 12 to 29 million pairs (Supplementary Figure S2A), of which 87.3.8–91.5% of the reads were uniquely mapped to the Sus Scrofa genome (Sus scrofa 11.1) assembly using the STAR-alignment tool. 

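The deposited counts on genes, which all values given here use, amounted to between 9527710 and 20370209 per library, with a median of 14527230. By file label, the totals ranged from 10531616 to 15975201 in DOX (median 14476738) and from 10147011 to 14851481 in MYO (median 11683806). They ranged from 9527710 to 16098496 in RemoLV (median 12686559), from 15634520 to 16359107 in Hyper (median 15927826) and from 17458641 to 20370209 in Control (median 18236295). With table names, the ranges of RemoLV and Control change places, and the median of MYO is 11190465. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and its fold is given as a bound. Bounds cover counting error only.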

The percentage of genomic alignment was similar between all groups, thus suggesting that there were no obvious detectable biases on the sequence data (Supplementary Figure S2B).

### 2.3. Global Gene Expression Changes in the Myocardium in Distinct Myocardial Fibrosis Models

The HTseq-DESeq2 pipeline was used to generate the counts and to estimate their abundance following the preparation of gene-level count-matrices (Figure 1A). 

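Principal components were computed from the rlog values of the 13552 genes kept by filterByExpr. PC1 held 35.7% and PC2 25.4% of the variance, and taking the 500 most variable genes, the alternative that moved these shares most, gave 50.5% and 20.6%. By file label, the 3 Control libraries had PC1 scores of -22 ± 9.16 (SD, n = 3) and the 16 others 4.12 ± 17.6 (2-sided permutation test over all 969 choices of 3 libraries, p = 0.0361). Their PC2 scores were -18.9 ± 1.95 against 3.55 ± 15 in the 16 others (same permutation test, p = 0.00929). With table names, the Control libraries stood at 37.7 ± 1.45 on PC1 against -7.07 ± 9.82 for the others (same permutation test, p = 0.00103, the smallest that these choices allow), and on PC2 the permutation test gave p = 0.0588. PC2 separated the 10 DOX and MYO libraries (14.5 ± 1.38, SD) from the 6 RemoLV and Hyper libraries, which stood at -14.8 ± 4.94 by file label and -16.4 ± 5.71 with table names (permutation test over 8008 choices, p = 1.25e-04 for both, the smallest possible). On PC1 the 10 libraries stood at -0.644 ± 2.36 (SD) and the 6 at 12.1 ± 28.2 by file label (same permutation test, p = 0.175) and at -17.8 ± 7.68 with table names (same permutation test, p = 1.25e-04). The 8 permutation tests of this family, 4 per naming, were not adjusted for one another. The paper reads the separation from normal tissue off these components (Figure 1B).

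**Figure D1:**
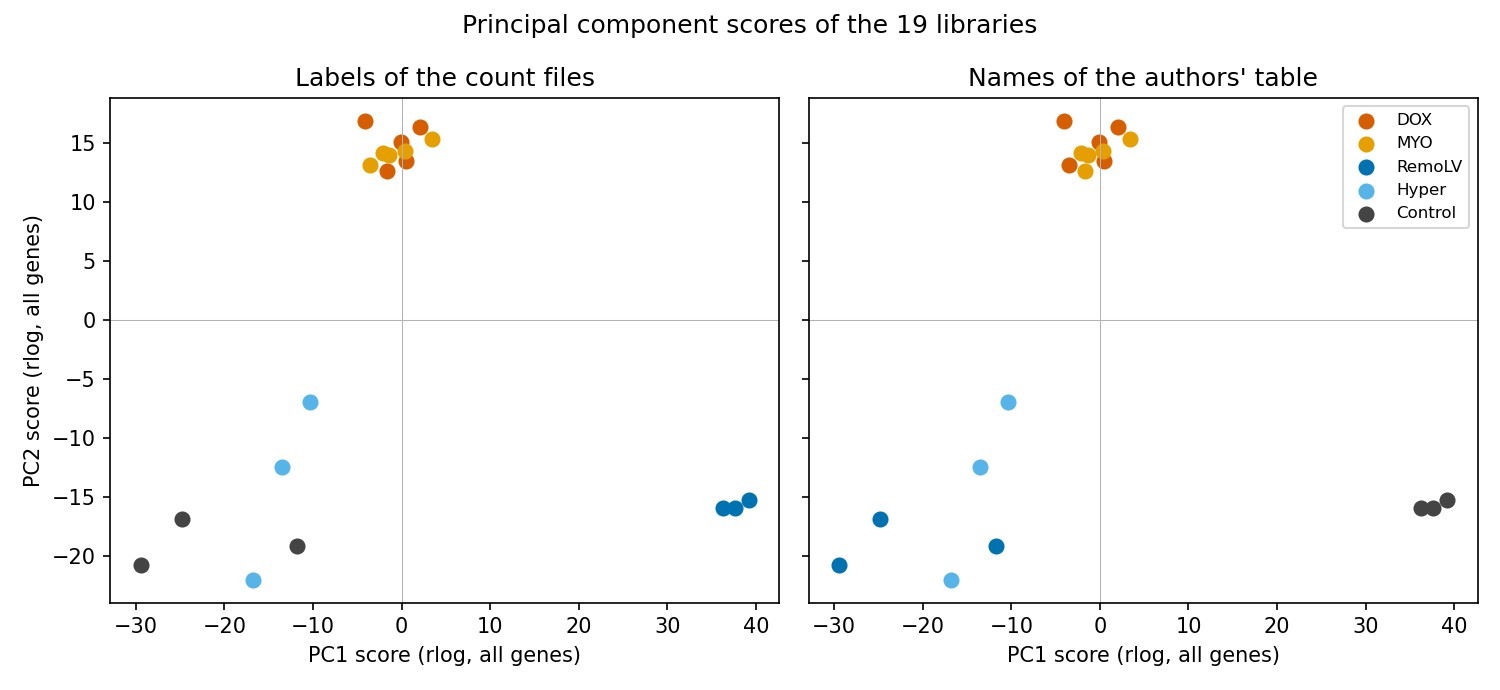
Scores of the 19 libraries on PC1 (x axis) and PC2 (y axis) of the rlog values of all genes, coloured by group with the file labels (left) and the table names (right). The 3 libraries at PC1 scores above 36 are labelled RemoLV on the count files and named Control in the authors' table.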

The expression patterns of the mRNA, as quantified by RNA-seq, in the remodeled myocardial tissue were distinct from normal tissue as evidenced by a principal component analysis (Figure 1B). The sample-to-sample distance heat map showed an acceptable degree of similarity among biological replicates, demonstrating the reliability of RNA-seq data and being a prerequisite for differential expression analysis (Figure 1A). 

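Over the genes kept by filterByExpr, the Pearson correlation of rlog values between libraries of the same file label was between 0.989 and 0.998 (29 pairs, median 0.996). Between libraries of different labels it was between 0.972 and 0.998 (142 pairs, median 0.987), so the ranges overlap. These correlations run across genes, which are not independent replicates. The largest median among pairs of different groups was 0.996 for DOX with MYO, and the smallest was 0.976 for Control with RemoLV, the same value with table names. The lowest correlation within a group, 0.989, was between libraries labelled Control (named RemoLV in the table), and library 2 of this group reached 0.998 with a Hyper library. No library pair was closer than counting noise allows: the lowest mean chi-square per gene between 2 libraries was 11.8, where noise alone gives 1.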

Unsupervised hierarchical clustering clearly separated the samples according to the treatment procedure into three clusters: control group, groups treated with cardiotoxic reagents (DOX, MYO) and groups with animals undergoing percutaneous coronary intervention (RemoLV, Hyper).

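Average-linkage clustering on 1 minus the correlation of the 1000 most variable genes and division into 3 clusters placed 16 of the 19 libraries in the cluster of their own kind (Control, cardiotoxic, or RemoLV with Hyper) by file label, and 19 of 19 with table names. The 3 libraries labelled RemoLV formed a cluster by themselves, the 10 DOX and MYO libraries another, and the libraries labelled Hyper and Control shared the last. The counts of 16 and 19 stayed the same under the alternatives tried.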

The largest number of differentially expressed genes (DEGs) generated RemoLV vs. Control group, followed by Hyper, MYO and DOX groups with an absolute log2 fold change ≥ 2 and a false discovery rate (FDR) of ≤0.05 (Figure 1C). 

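By file label, 860 genes passed both thresholds in RemoLV vs. Control, 373 in DOX, 335 in MYO and 0 in Hyper (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For Hyper, 2418 genes had an unadjusted p under 0.05, where chance gives 678, and 95 of these also passed the fold threshold. With table names the numbers were 859 in RemoLV, 676 in Hyper, 594 in DOX and 567 in MYO. Requiring 10 counts in every sample lowered the number in DOX most among the filters, to 87 by file label. DESeq2 in place of edgeR gave 24 DEGs for Hyper by file label, and no other comparison with Control changed by more than 1.5 times with it. Leaving out the library labelled Control replicate 2 raised the number in Hyper from 0 to 210 and in MYO to 577, and leaving out Hyper replicate 1 gave 28 in Hyper. For the other comparisons with Control, no single library changed the total number by more than 1.5 times under either naming.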

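By direction, 559 DEGs were higher and 301 lower in RemoLV than in Control by file label, 215 higher and 158 lower in DOX, and 167 higher and 168 lower in MYO. With table names, 300 were higher and 559 lower in RemoLV, 195 and 481 in Hyper, 223 and 371 in DOX, and 205 and 362 in MYO. Without Control replicate 2, the numbers higher by file label rose to 363 in DOX, 345 in MYO and 888 in RemoLV, and Hyper had 100 higher and 110 lower. The number lower in RemoLV with table names rose to 895 without RemoLV replicate 2. Between the namings, 856 DEGs of RemoLV were shared and all had the opposite direction, while in DOX 95 shared DEGs had the same and 13 the opposite direction. Among genes past the FDR threshold alone, 5704 were found in DOX, 5748 in MYO, 6393 in RemoLV and 0 in Hyper by file label, and 4008, 3951, 6402 and 4856 with table names. The authors' own table lists 736, 684, 1020 and 825 DEGs for DOX, MYO, RemoLV and Hyper.
The genes with the largest changes by the rule for named genes include DDX3Y, a Y-chromosome gene with 112 ± 23.7 CPM (SD, n = 10) in the DOX and MYO libraries and at most 2 counts in each of the 9 others. DDX3Y was at least 598-fold higher in DOX and 492-fold higher in MYO than in Control by file label, and LOC100624149 at least 473-fold higher in DOX. The lowest in DOX by file label were ZBTB20, with a log2 fold change of -5.20 (standard error 0.20, adjusted p = 5.81e-12), and PDK4, with -4.27 (standard error 0.62, adjusted p = 5.51e-05) (edgeR quasi-likelihood test). In the libraries labelled RemoLV, MYL4 had 7169 ± 1062 CPM (SD, n = 3) against 1.9 ± 1.26 CPM (SD, n = 3) in those labelled Control, and TNNI1 had 416 ± 112 CPM (SD, n = 3) against 0.406 ± 0.424 CPM (SD, n = 3). The change in MYL4 had a log2 fold change of 11.90 (standard error 0.83, adjusted p = 1.38e-08), which with table names is -11.90 in RemoLV and -12.76 in Hyper (edgeR quasi-likelihood test).

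**Figure D2:**
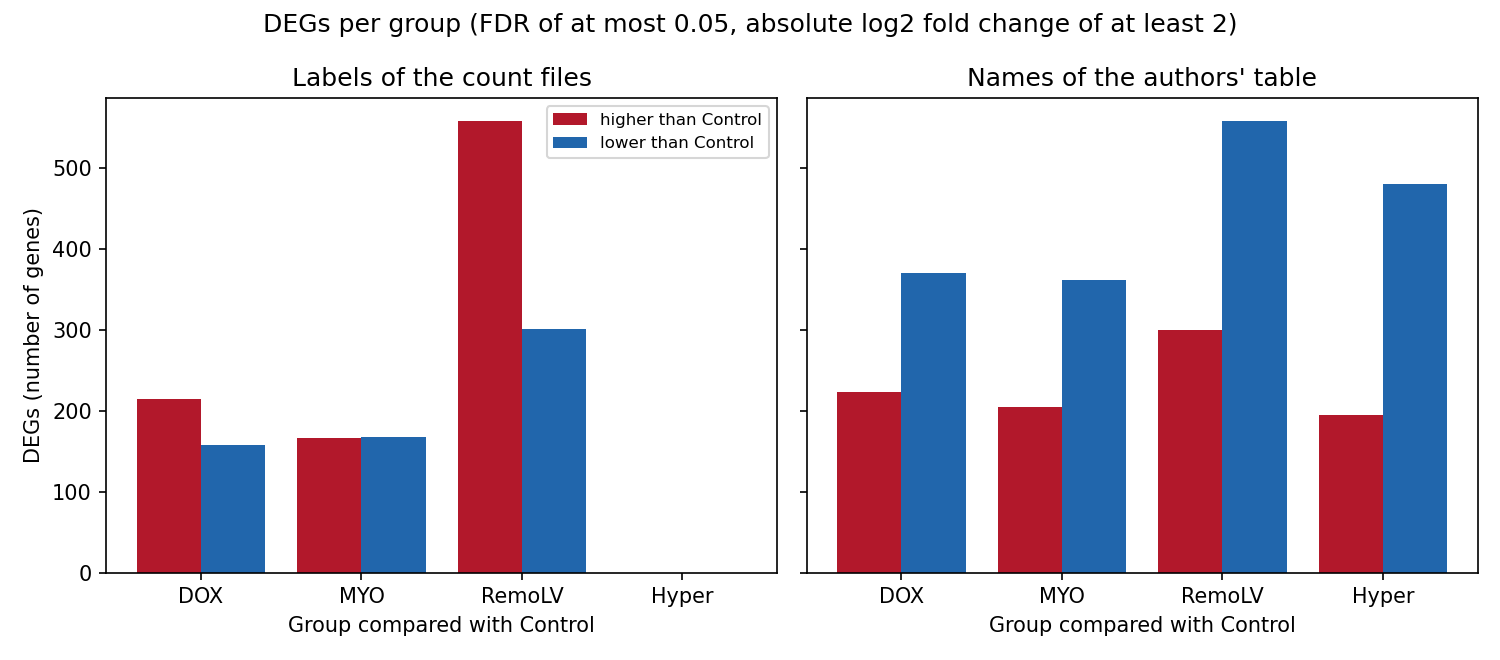
Number of DEGs (y axis) higher (red) and lower (blue) than in Control for each group (x axis), with the file labels (left) and the table names (right). Hyper has 0 DEGs with the file labels and 676 with the table names.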

There were 1020 DEGs for the RemoLV group (↑up-regulated 351, ↓down-regulated 669), 825 for the Hyper vs. Control group (↑237, ↓588), 736 for the DOX vs. Control group (↑247, ↓489) and 684 for the MYO vs. Control group (↑229, ↓455). 

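By file label, 0 genes were DEGs in all 4 groups, since Hyper had none, and 1234 genes had an unadjusted p of at most 0.05 in all 4 comparisons. Leaving out Control replicate 2 raised the number of common DEGs to 67. With table names, 304 DEGs were common to all 4 groups. All 4 comparisons use the same 3 Control libraries, which makes their fold changes correlate even where no group differs. In 20 simulations of groups without any difference that shared 3 controls, at most 1 gene was a common DEG, whereas the median correlation of fold changes between comparisons was 0.572, against 0.706 measured with table names. By file label the measured median correlation was 0.504, below the simulated 0.542. The genes with an unadjusted p of at most 0.05 in all 4 comparisons, 1234 by file label and 2522 with table names, numbered at most 49 and 57 in the simulations. The share of genes with the same sign in all 4 was 54.4% by file label and 56.6% with table names, against at most 43.9% and 45.3% simulated. The simulations drew each gene independently of the others. A deviation of a control library that many genes share is therefore not covered, and the simulated maxima may be too low.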

A total of 338 DEGs were common in all treatment groups as compared to the Control group.

### 2.4. Comparison of Transcriptional Profiles Indicate Pathological Phenotype of CR

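DOX and MYO were compared directly. No gene was a DEG between them under either naming (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with 960 genes at an unadjusted p under 0.05 by file label and 1095 with table names, where chance gives 678. Of the 373 DEGs of DOX and 335 of MYO by file label, 238 were shared, and with table names 471. K-means clustering of the 2000 most variable genes into 3 clusters gave 658 genes highest in the DOX and MYO libraries under both namings. A further 617 genes were high in the 3 libraries labelled RemoLV alone, with a mean centred rlog value of 0.923 there, -0.212 in Hyper and -0.269 in Control by file label. The other 725 were highest in Control (0.499), followed by Hyper (0.23), and lowest in RemoLV (-0.39). With table names the 617 are highest in Control, and the 725 in RemoLV (0.499) and Hyper (0.23).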

The heatmap of k-means clustering showed that the gene expression profile of the most variable genes in the DOX and MYO groups were similar. Likewise, similar gene expression patterns were observed in RemoLV and Hyper groups (Figure 2).

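RemoLV and Hyper had 668 DEGs between them by file label (475 higher and 193 lower in RemoLV, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With table names they had 0, with 2465 genes at an unadjusted p under 0.05, and 211 when the library named RemoLV replicate 2 was left out. Between the 10 cardiotoxic and the 6 overload libraries there were 229 DEGs by file label and 252 with table names, of which 113 were shared in the same direction. The comparison of DOX and MYO with Hyper alone, added because both namings give these libraries the same kind of model, had 237 and 239 DEGs, of which 235 were shared.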

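MYL2, the ventricular myosin light chain on chromosome 14, had 15850 ± 2250 CPM (SD, n = 3) in Control, 15900 ± 2116 CPM (SD, n = 3) in Hyper, 10430 ± 1131 CPM (SD, n = 5) in DOX and 11490 ± 1420 CPM (SD, n = 5) in MYO by file label, and only 58 ± 50.8 CPM (SD, n = 3) in RemoLV. Its log2 fold change in RemoLV was -8.09 (standard error 0.51, adjusted p = 4.56e-09) by file label and 8.09 with table names (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and the latter naming gave 7.50 in DOX, 7.62 in MYO and 8.10 in Hyper. The 10 listed genes that atrial and ventricular cardiomyocytes share had median log2 fold changes of -0.45, -0.44, -0.59 and -0.05 in DOX, MYO, RemoLV and Hyper by file label and 0.19, 0.40, 0.59 and 0.58 with table names. Of 42 collagen genes, 30 were tested, and by file label 17, 16, 19 and 0 were higher and none lower at the FDR threshold in these groups, with none past an unadjusted p of 0.05 downwards outside Hyper. With table names 2, 2, 0 and 0 were higher and 10, 13, 18 and 21 lower. Of the 19 collagen genes among the clustered genes, 15 lay in the cluster of 617 genes that by file label was high in RemoLV alone. The other 4 lay in the cluster highest in DOX and MYO. Leaving out Control replicate 2 gave 1 lower collagen gene in MYO, RemoLV and Hyper each by file label.

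**Figure D3:**
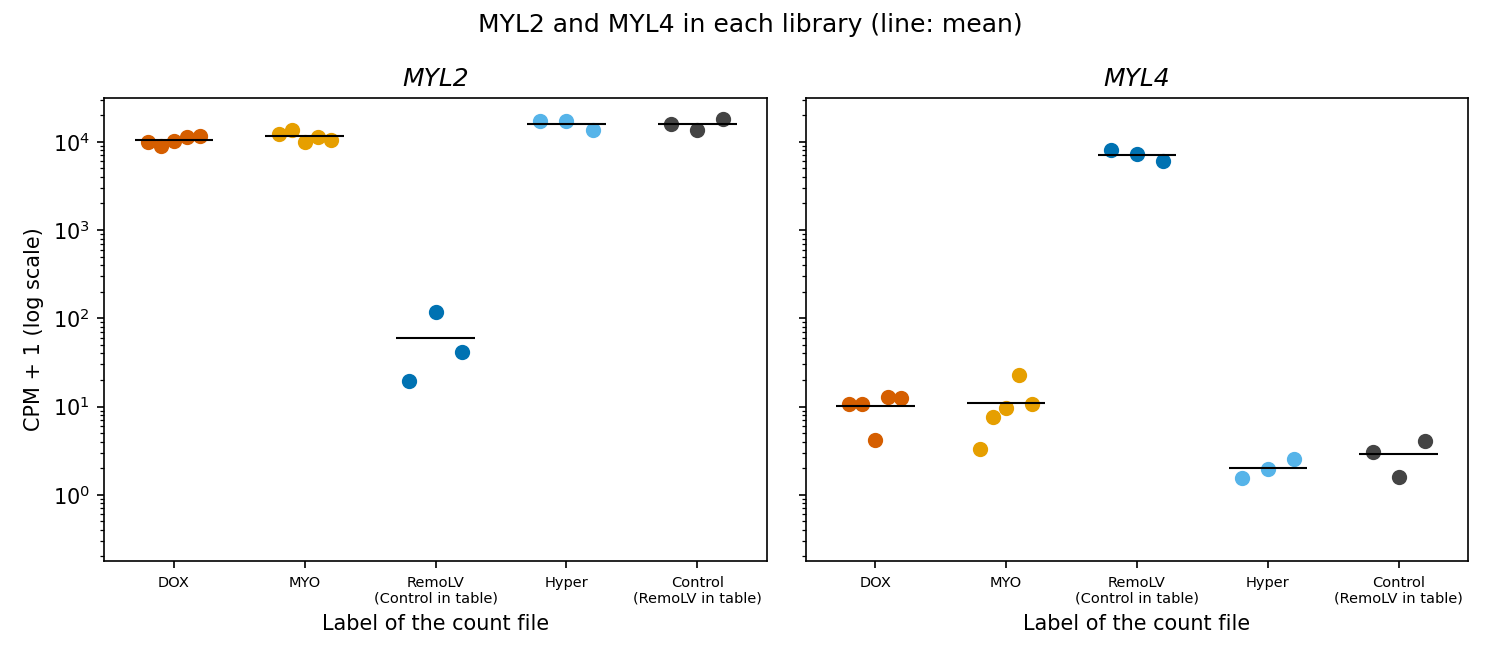
CPM plus 1 (y axis, log scale) of MYL2 and MYL4 in each library (points) by file label (x axis), with the mean of each group as a line. The 3 libraries labelled RemoLV have 18.6 to 115 CPM of MYL2, and the 16 others 8975 to 18080.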

The most significantly enriched GO terms in the category cellular component (CC) showed that mechanistic components of myocytes and contractile apparatus were upregulated only in RemoLV and Hyper groups (Cluster A), whereas upregulation of collagens and extracellular matrix-related genes were observed mostly in DOX and MYO groups (Figure 2, Cluster B).

Furthermore, upregulated genes clustered in the GO term of biological processes (BP) were mostly involved in the response to endogenous stimuli and tissue development in Groups RemoLV and Hyper, while upregulation of genes associated with tissue and anatomical structure development, cell migration and adhesion and related to abnormal heart tissue development and morphology were detected in groups DOX and MYO (Figure 3, Cluster A, B). These results indicate that cardiotoxicity-induced CR exerts a distinct expression profile in terms of mechano-structural alternations as compared to pressure and volume overload models of MF.

Downregulation of genes coding for proteins with metallopeptidase activity and for extracellular matrix structural constituent in Cluster C (molecular function) in all treatment groups coincided with collagen deposition in the extracellular space (Figure 2, Cluster C) in all experimental models as compared to control animals. 

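COL1A1 had 501 ± 152 CPM (SD, n = 3) in Control, 1215 ± 369.8 CPM (SD, n = 5) in DOX, 1120 ± 249 CPM (SD, n = 5) in MYO, 1921 ± 115 CPM (SD, n = 3) in RemoLV and 497 ± 217 CPM (SD, n = 3) in Hyper by file label. Its log2 fold change in RemoLV was 1.94 (standard error 0.33, adjusted p = 1.24e-04) by file label and -1.94 with table names (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). COL3A1 had log2 fold changes of 1.06, 1.09, 2.23 and 0.03 in DOX, MYO, RemoLV and Hyper by file label, and -1.16, -1.15, -2.23 and -2.20 with table names, the latter with adjusted p from 9.68e-06 to 0.0015. Of 56 genes for metallopeptidases and related proteins, 41 were tested. By file label 19, 19, 19 and 0 were higher and 5, 6, 3 and 0 lower at the FDR threshold in the 4 groups, and with table names 5, 3, 3 and 2 were higher and 11, 11, 19 and 21 lower. In Hyper by file label, 3 of the 41 were higher and 7 lower at an unadjusted p under 0.05. Adjusted over the list alone, 11, 11, 19 and 22 were lower with table names. Leaving out 1 library changed the number lower by file label from 5 to 2 in DOX (without Control replicate 3), from 6 to 3 in MYO (without Control replicate 3) and from 0 to 7 in Hyper (without Control replicate 2). The number lower in DOX with table names fell from 11 to 5 (without DOX replicate 5), and to 6 without each of 4 others.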

Clusters and a complete list of assigned genes in individual GO terms are included in Supplementary File S1.

### 2.5. Pathway Activation Differs between the Experimental Models

To further dissect the molecular process and, in particular, the upstream signaling pathways in the individual models, we performed an extensive comparison of gene set functional enrichment (GSEA) in pre-ranked mode (fGSEA) and gene networks for all experimental models compared to the Control group (Supplementary File S2). Two experimental settings, cardiotoxicity- (DOX, MYO) and pressure- and volume-overload-induced (RemoLV, Hyper) cardiac fibrosis resulted in the activation of distinct molecular changes within the LV.

As the most prominent pathway involved in the development of MF, TGF-ß signaling pathway was de-regulated across all treatment groups. 

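All 9 inhibitors named for the TGF-ß pathway (SMURF1, FMOD, BAMBI, DCN, LTBP1, RBX1, SKP2, TGIF1, TGIF2) were tested. By file label 3, 3, 7 and 0 of them were higher and 1, 1, 0 and 0 lower in DOX, MYO, RemoLV and Hyper at the FDR threshold, and with table names 0, 0, 0 and 0 were higher and 6, 6, 7 and 6 lower. Adjusted over the list alone, the numbers lower with table names were 7, 6, 7 and 7. The study drew this list from the same libraries, so the list is not independent evidence. None reached an unadjusted p under 0.05 in Hyper by file label. LTBP1 on chromosome 3 had 194 ± 20.1 CPM (SD, n = 3) in RemoLV and 60.8 ± 10.3 CPM (SD, n = 3) in Control by file label, a log2 fold change of 1.68 (standard error 0.16, adjusted p = 4.12e-07) from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and -1.68 with table names. SKP2 had a log2 fold change of 1.95 (standard error 0.43, adjusted p = 0.00123) in RemoLV by file label and between -1.95 and -1.71 in the 4 groups with table names (edgeR quasi-likelihood test). Of the 10 components, transcription factors and activators drawn in Fig. 3A, 1, 2, 0 and 0 were higher and 5, 5, 8 and 0 lower by file label, and 5, 4, 8 and 5 higher and 0, 0, 0 and 0 lower with table names. Of these, 3 were lower in Hyper by file label at an unadjusted p under 0.05. By file label, leaving out Control replicate 2 gave 2 lower inhibitors in MYO, and leaving out MYO replicate 1 gave 1 higher component in MYO. Without Hyper replicate 1, SKP2 in Hyper by file label changed by -0.30, against 0.16 with all libraries. The inhibitors lower in DOX with table names fell from 6 to 3 (without DOX replicate 4) and the components higher in DOX from 5 to 3 (without DOX replicate 1).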

The gene expression of TGF-ß signaling inhibitors (*SMURF1, FMOD, BAMBI, DCN, LTBP1, RBX1, SKP2, TFGIF1, TGIF2*) was downregulated, whereas pathway components, transcription factors and activators were upregulated (Figure 3A). The gene components of apelin pathways with known cardioprotective effect were overexpressed both in cardiotoxic-induced samples (DOX, MYO) and in RemoLV and Hyper groups (Figure 3B). 

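Of the 15 apelin pathway genes drawn in Fig. 3B, 0, 0, 0 and 0 were higher and 6, 6, 14 and 0 lower in DOX, MYO, RemoLV and Hyper at the FDR threshold by file label. At an unadjusted p under 0.05, none was higher and 6, 6, 14 and 6 were lower. With table names 11, 10, 14 and 8 were higher and 0, 0, 0 and 0 lower, and the median log2 fold changes were 0.97, 0.89, 1.32 and 1.28, against -0.30, -0.41, -1.32 and -0.39 by file label. The light chain MYL2 had the largest change of the listed genes in RemoLV by file label and in each group with table names, and by file label it changed by -0.60 in DOX, -0.46 in MYO and 0.00 in Hyper.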

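All 12 HIF-1 pathway genes drawn in Fig. 3C were tested. With table names 8, 8, 12 and 5 of them were higher in DOX, MYO, RemoLV and Hyper at the FDR threshold and none lower at an unadjusted p under 0.05, with median log2 fold changes of 0.60, 0.53, 1.20 and 0.48. By file label none was higher at an unadjusted p under 0.05 and 7, 7, 12 and 0 were lower at the FDR threshold, with medians of -0.44, -0.41, -1.20 and -0.36. CDKN1A had 5.39 ± 1.97 CPM (SD, n = 3) in RemoLV and 29.1 ± 18.3 CPM (SD, n = 3) in Control by file label, a log2 fold change of -2.44 (standard error 0.52, adjusted p = 9.94e-04) from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. EGLN3 changed by -1.52 (standard error 0.22, adjusted p = 2.89e-05) in the same comparison (edgeR quasi-likelihood test). In a separate list of 18 tested target genes of HIF-1, written down without reference to these libraries, the medians were 0.18, 0.08, 0.05 and -0.12 by file label and 0.15, 0.08, -0.05 and 0.01 with table names, and camera gave no adjusted p under 0.199 for either. Of the listed HIF-1 target genes, 1 is also on a list taken from the paper. The rotation test fry gave 0.00401 in DOX and 0.0494 in MYO with table names, and camera with an estimated correlation between genes gave no adjusted p under 0.629.

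**Figure D4:**
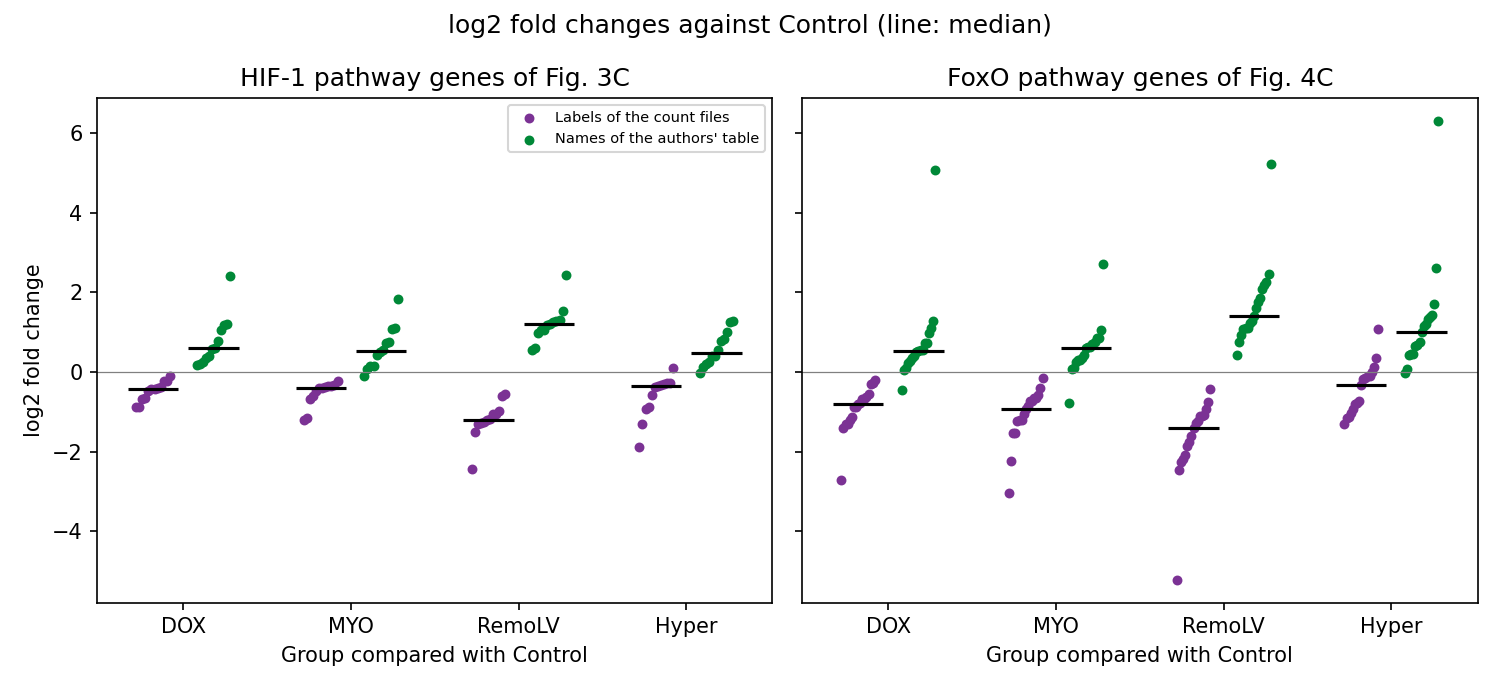
log2 fold changes against Control (y axis) of the HIF-1 genes of Fig. 3C (left) and the FoxO genes of Fig. 4C (right) in each group (x axis), with the file labels in purple and the table names in green. Each point is a gene and the line is the median, which for HIF-1 in RemoLV lies at -1.20 with the file labels and 1.20 with the table names.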

Another common upregulated pathway among all treatment groups was HIF-1 alpha signaling pathway with the strongest upregulation in the RemoLV group (Figure 3C).

Aside from the activation of these signaling pathways, which were observed in all experimental models, we identified pathways with a distinct signature between cardiotoxic drug-induced CR and myocardial remodeling caused by volume or pressure overload, respectively. Application of anthracycline anti-cancer drugs activated the TNF-alpha and adrenergic signaling pathways (Figure 4A) in cardiomyocytes (Figure 4B). 

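Of 17 genes drawn in Fig. 4A, 10 were tested, and of 22 drawn in Fig. 4B, 20. By file label 6, 7, 1 and 0 of the Fig. 4A genes were higher in DOX, MYO, RemoLV and Hyper and 0, 0, 3 and 0 lower at the FDR threshold, and of the Fig. 4B genes 13, 11, 6 and 0 were higher and 0, 0, 3 and 0 lower. For Hyper by file label, 1 and 3 genes of these lists were higher and 1 and 1 lower at an unadjusted p under 0.05. With table names 6, 4, 3 and 1 of the Fig. 4A genes were higher and 0, 0, 1 and 2 lower, and 7, 8, 3 and 3 of the Fig. 4B genes were higher and 0, 0, 6 and 6 lower. Leaving out 1 library changed the number of Fig. 4A genes higher by file label from 6 to 3 in DOX (without Control replicate 1), from 7 to 4 in MYO (without MYO replicate 2) and from 1 to 3 in RemoLV (without Control replicate 2), and in Hyper gave 1 gene of Fig. 4A and 2 of Fig. 4B (without Control replicate 2). With table names it changed the number of Fig. 4A genes higher from 4 to 2 in MYO (without Control replicate 1) or to 7 (without RemoLV replicate 3), from 3 to 1 in RemoLV (without Control replicate 3) and from 1 to 2 in Hyper (without DOX replicate 1). The number of Fig. 4B genes higher with table names went from 7 to 11 in DOX (without MYO replicate 1), from 8 to 3 in MYO (without Control replicate 1), from 3 to 1 in RemoLV (without RemoLV replicate 3) and from 3 to 1 in Hyper (without Control replicate 3). In a list of 17 tested TNF-alpha target genes set without reference to these libraries, the median log2 fold changes were -0.02, -0.33, -0.75 and -0.32 by file label and 0.76, 0.44, 0.75 and 0.39 with table names. Of the listed TNF-alpha target genes, 5 are also on lists taken from the paper, so this list is not wholly independent of the paper's genes. The median in DOX by file label was 0.36 without Control replicate 1, and that in Hyper with table names -0.06 without Hyper replicate 3. ADRA1D had 10.6 ± 2.75 CPM (SD, n = 5) in DOX, 10.4 ± 4.87 CPM (SD, n = 5) in MYO and 4.94 ± 2.13 CPM (SD, n = 3) in Control by file label, a log2 fold change of 1.09 (standard error 0.39, adjusted p = 0.0307) in DOX from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The value in DOX missed the FDR threshold in 4 of the 19 leave-one-out models, as at 0.79 without Control replicate 3 (adjusted p = 0.161) (edgeR quasi-likelihood test). With table names its log2 fold change was 3.85, 4.03, 2.86 and 2.52 in DOX, MYO, RemoLV and Hyper.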

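ADRB1 had log2 fold changes of 1.39, 1.17, 1.05 and -0.12 in DOX, MYO, RemoLV and Hyper by file label, with adjusted p of 1.58e-05 in DOX and 2.36e-04 in RemoLV (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With table names ADRB1 changed by 0.27 in DOX and 0.18 in MYO (adjusted p = 0.267 and 0.465), and by -1.05 in RemoLV and -1.17 in Hyper (edgeR quasi-likelihood test). TNNT1 changed by 0.61 (standard error 0.44, adjusted p = 0.277) in DOX by file label and 1.72 (standard error 0.47, adjusted p = 0.00996) with table names (edgeR quasi-likelihood test). KCNE3 changed by 1.34 (standard error 0.35, adjusted p = 0.00554) in DOX by file label and 0.85 (standard error 0.34, adjusted p = 0.0689) with table names (edgeR quasi-likelihood test). The value of KCNE3 with table names passed the FDR threshold in 3 of the 19 leave-one-out models, as at 0.85 without RemoLV replicate 2 (adjusted p = 0.0211) (edgeR quasi-likelihood test). FOS did not pass the threshold under either naming, with 2.17 (standard error 1.47, adjusted p = 0.247) in DOX by file label and 3.67 (standard error 1.60, adjusted p = 0.0921) with table names (edgeR quasi-likelihood test). The library DOX replicate 1 had 597 CPM of FOS, and the 18 others between 2.42 and 49. Without that library, the log2 fold change of FOS in DOX was -2.10 by file label and -0.40 with table names.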

Several significantly over-expressed genes in DOX and MYO groups were either not significantly regulated or downregulated in RemoLV and Hyper groups, such as *TNNT1* (coding skeletal TroponinT), *ADRB1* (adrenoreceptor beta1), *CASP3* (apoptosis signaling), *FOS* (cell transformation) or *KNE3* (potassium ion and voltage-gated channel gene). This suggests that inflammatory and adrenergic processes play a pivotal role in the development of MF induced by cardiotoxic agents. In contrast, fibrosis resulting from pressure- and volume-overload-induced heart failure did not show activation of inflammatory processes in the myocardium.

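In RemoLV and Hyper, 1 and 0 of the 17 tested TNF-alpha target genes were higher and 8 and 0 lower at the FDR threshold by file label, and in Hyper 0 were higher and 5 lower at an unadjusted p under 0.05. With table names 8 and 4 were higher and 1 and 1 lower, against 6 higher in DOX and 5 in MYO. For the list as a whole, camera gave adjusted p of 0.149 in RemoLV and 0.0527 in Hyper by file label, and 0.0977 and 0.431 with table names. By file label camera passed 0.05 downwards in Hyper in 6 leave-one-out models and under 4 other alternatives, with 0.0175 to 0.0305. In RemoLV by file label it passed downwards with only the groups compared (0.0282). Upwards it passed in RemoLV with table names under 3 alternatives other than leave-one-out, with 0.0282 to 0.0485, and without RemoLV replicate 2 (0.0355). With only the groups compared, which gave the 0.0175 in Hyper, the model held only the libraries of these groups. Adjustment then covered the lists in 1 group and not in 4, so these values are not comparable with the main adjusted p. In DOX with table names camera gave an adjusted p of 0.00946 and fry 0.00749, whereas camera with an estimated correlation between genes gave 0.622. The rotation test fry also gave adjusted p under 0.05 upwards in MYO (0.0494) and RemoLV (0.0366) with table names and not in Hyper (0.325), and by file label 0.0667 in RemoLV and 0.286 in Hyper, both downwards. With an estimated correlation, camera gave no adjusted p under 0.622 for this list under either naming. A difference between the groups in this list was not tested.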

The induction of remodeling processes by pressure or volume overload, which exhibited the activation of FoxO pathway components and are known to play an important role in cardiac hypertrophy, was documented. 

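HIF1A on chromosome 1 had 72 ± 4.33 CPM (SD, n = 3) in RemoLV and 151 ± 45.6 CPM (SD, n = 3) in Control by file label, a log2 fold change of -1.06 (standard error 0.23, adjusted p = 0.00123) from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.06 (standard error 0.23, adjusted p = 0.0012) with table names. All 3 libraries of either group lay on the same side of the 3 others. In DOX, MYO and Hyper its log2 fold change was -0.87, -1.16 and -0.93 by file label and 0.20, -0.10 and 0.13 with table names. In Hyper by file label it was -1.09 without Hyper replicate 1 (adjusted p = 0.031) and -1.16 without Control replicate 2 (adjusted p = 0.00227) (edgeR quasi-likelihood test). With table names it was -0.03 without DOX replicate 1 (adjusted p = 0.902) in DOX and -0.02 without Hyper replicate 3 (adjusted p = 0.958) in Hyper (edgeR quasi-likelihood test).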

We found simultaneous upregulation of HIF-1α and transcription factors of FoxO signaling pathways in the RemoLV model. Similarly, pressure overload resulted in CR by an increased expression of genes involved in FoxO signaling and PI3K signaling. 

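INSR, a receptor upstream of PI3K, had 48.7 ± 8.83 CPM (SD, n = 3) in Hyper and 107 ± 61.2 CPM (SD, n = 3) in Control by file label, a log2 fold change of -1.13 (standard error 0.39, adjusted p = 0.168) from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and 1.33 (standard error 0.39, adjusted p = 0.0131) with table names. By file label the log2 fold change of INSR was -1.53 without Control replicate 2 (adjusted p = 0.0035) (edgeR quasi-likelihood test). Of the 17 tested FoxO pathway genes drawn in Fig. 4C, 0 were higher and 0 lower in Hyper at the FDR threshold by file label, with 0 higher and 7 lower at an unadjusted p under 0.05, and 13 were higher and 0 lower with table names, where an unadjusted p under 0.05 gives the same counts.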

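In RemoLV, 16 of the 17 tested genes of Fig. 4C were lower and 0 higher at the FDR threshold by file label, with 17 lower and 0 higher at an unadjusted p under 0.05, and 16 were higher and 0 lower with table names. In DOX and MYO, 14 and 14 were lower and none higher, even at an unadjusted p under 0.05, by file label, and 4 and 6 were higher and 0 and 1 lower with table names. Leaving out 1 library changed the number higher with table names from 4 to 1 in DOX (without Control replicate 1) or to 8 (without RemoLV replicate 2), and from 6 to 2 in MYO (without Control replicate 3). The median log2 fold changes were -0.81, -0.92, -1.40 and -0.33 in DOX, MYO, RemoLV and Hyper by file label and 0.52, 0.61, 1.40 and 1.00 with table names. NFAT5 had 5.93 ± 1.51 CPM (SD, n = 3) in RemoLV, 4.36 ± 1.26 CPM (SD, n = 5) in DOX, 36.5 ± 8.52 CPM (SD, n = 3) in Hyper and 28.7 ± 6.36 CPM (SD, n = 3) in Control by file label. Its log2 fold change in RemoLV was -2.26 (standard error 0.26, adjusted p = 3.57e-06) by file label and 2.26 with table names (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). IL6 had at most 1 count in each of the 3 libraries labelled RemoLV, at least 5.61-fold lower than in those labelled Control, with an adjusted p of 0.0617 (edgeR quasi-likelihood test). IL6 passed the FDR threshold in this comparison without DOX replicate 1 or without Hyper replicate 1. For 20 FoxO target genes listed without reference to these libraries, the medians were -0.41, -0.29, -0.21 and 0.01 by file label and -0.25, -0.09, 0.21 and 0.34 with table names. Of the listed FoxO target genes, 6 are also on lists taken from the paper, so this list is not wholly independent of the paper's genes. For the FoxO target genes, camera gave no adjusted p under 0.131, except 0.0405 in Hyper with table names and only the groups compared. That value was adjusted over the lists of Hyper alone and is not comparable with the others. The rotation test fry gave 0.01, 0.0365 and 0.0322 in DOX, MYO and RemoLV by file label and 0.0194 and 0.00749 in RemoLV and Hyper with table names. Against Control, the paper concludes from the genes of Fig. 4C that the FoxO pathway was activated in RemoLV and Hyper.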

The FoxO pathway was activated in RemoLV and Hyper groups but not in the groups of anti-cancer drugs (Figure 4C).

### 2.6. Transcriptomics Signature of Animal Models of MF Related to Drug Prediction

In order to identify potential drugs, which may reverse the expression signature profile of MF models with accompanied developed cardiac remodeling and heart failure, we subjected the significantly dysregulated genes of each treatment model to the iLINCS database. 

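Of the genes past the FDR threshold, 5377 in DOX, 5414 in MYO, 6048 in RemoLV and 0 in Hyper had a gene symbol by file label, and 3776, 3732, 6058 and 4562 with table names. Symbols came from the authors' table for 13363 genes and from a table of gene names for 2683, and 9833 genes had none. The search for concordant drugs was not repeated here.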

We selected the drugs that exhibited significant concordance with transcriptional signature in the particular MF model and divided them into groups based on the common gene target.

We found that the group of renin angiotensin aldosterone system (RAAS) antagonists would reverse the transcriptional signatures found in the CR models. 

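AGTR1 on chromosome 13 had 15.3 ± 3.52 CPM (SD, n = 5) in DOX, 16.4 ± 3.34 CPM (SD, n = 5) in MYO, 22.2 ± 0.938 CPM (SD, n = 3) in RemoLV, 34 ± 4.81 CPM (SD, n = 3) in Hyper and 37.4 ± 6.86 CPM (SD, n = 3) in Control by file label. Its log2 fold change was -1.28 (standard error 0.18, adjusted p = 3.51e-05) in DOX and -0.75 (standard error 0.20, adjusted p = 0.00569) in RemoLV by file label, and -0.69 (standard error 0.15, adjusted p = 0.00273) and 0.75 (standard error 0.17, adjusted p = 0.00173) with table names (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). ACE had log2 fold changes of 0.28, 0.62, 0.77 and 0.61 in DOX, MYO, RemoLV and Hyper by file label, with no adjusted p under 0.0659 (edgeR quasi-likelihood test). With table names it changed by -0.70 (standard error 0.24, adjusted p = 0.0386) in DOX and -0.77 (standard error 0.28, adjusted p = 0.0303) in RemoLV. These 2 values of ACE missed the FDR threshold in 5 and 4 of the 19 leave-one-out models, the highest adjusted p being 0.165 and 0.116, both without Control replicate 1 (edgeR quasi-likelihood test). By file label, ACE in MYO was 0.77 without MYO replicate 1 (adjusted p = 0.0447), and in RemoLV 0.77 without MYO replicate 1 (adjusted p = 0.0496) and 0.76 without Hyper replicate 1 (adjusted p = 0.038) (edgeR quasi-likelihood test).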

Despite the common gene targets angiotensin II receptor type 1 and angiotensin converting enzyme (*ACE*) (Angiotensin converting enzyme receptor-1; *AGTR1*), some inhibitors were associated only with the DOX and MYO groups (candesartan, irbesartan, quinapril) and others (enalapril, telmisartan, losartan) had a correlation in RemoLV and Hyper treatment groups (Figure 5).

We identified the drugs targeting calcium, potassium channels (verapamil, amlodipine, nitrendipine) and statins inhibiting 3-hydroxy-3-methylglutaryl-CoA reductase (HMGCR; atorvastatin, fluvastatin, rosuvastatin) across all models of CR. This is in concordance with DGA that showed upregulated genes coding the subunits of calcium and potassium channels across all models of CR (Figure 5*)*.

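Of 115 genes for subunits of calcium and potassium channels, 50 were tested. By file label 15, 17, 24 and 0 were higher and 3, 5, 8 and 0 lower in DOX, MYO, RemoLV and Hyper at the FDR threshold, and with table names 8, 9, 8 and 8 were higher and 18, 19, 24 and 21 lower. In Hyper by file label, 5 were higher and 2 lower at an unadjusted p under 0.05. Leaving out 1 library changed the number higher by file label from 15 to 8 in DOX (without Control replicate 3), from 17 to 11 in MYO (without Control replicate 3) and from 0 to 5 in Hyper (without Control replicate 2). CACNA1I had 1.88 ± 1.9 CPM (SD, n = 3) in the libraries labelled RemoLV, ranging from 0.169 to 3.92, and at most 3 counts in each library labelled Control. It was at least 9.19-fold higher in RemoLV, with an adjusted p of 0.00356 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. This bound rests on the mean of the 3 libraries and does not cover their spread.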

Since the pathway analysis showed the upregulation of adrenergic signaling in DOX and MYO groups (Figure 4B), beta blockers—competitive antagonist of adrenergic receptors (*ADRA*, *ADRB*)—were selected for further analysis. We found most of the perturbagens with a significant concordance of gene expression signature in DOX and MYO groups (carvedilol, propranolol, metoprolol, bisoprolol) and single perturbagen in RemoLV (bisoprolol) group (Figure 5). Analysis of expressed genes showed significant upregulation of main interaction partners of the particular perturbagens. 

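ADRA1A had at most 1 count in each of the 3 libraries labelled RemoLV, which are named Control in the authors' table. Against this group it was at least 45.7-fold higher in the libraries labelled Control. By file label its log2 fold change was -0.46 in DOX, 0.19 in MYO and 0.39 in Hyper, none with an adjusted p under 0.471 (edgeR quasi-likelihood test). In DOX it was -1.13 without DOX replicate 5 (adjusted p = 0.0309), and in MYO -0.14 without MYO replicate 3 (adjusted p = 0.842) (edgeR quasi-likelihood test). With table names it was at least 20.5-fold higher in DOX, 65.1-fold in MYO and 60.1-fold in Hyper, with adjusted p from 1.89e-08 to 6.71e-07 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 18 drug target genes listed, 16 were tested. By file label 5, 4, 2 and 0 were higher and 2, 3, 6 and 0 lower in DOX, MYO, RemoLV and Hyper, and with table names 6, 5, 6 and 6 were higher and 4, 1, 4 and 4 lower. In Hyper by file label, 1 was higher and 2 lower at an unadjusted p under 0.05.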

Mineralocorticoid receptor antagonists exhibited concordance with the RemoLV (eplerenone) and Hyper (spironolactone) groups. Loop diuretic furosemide exhibited concordance with the DOX group and thiazide-like diuretic with the Hyper group (indapamide). We identified the group of antifibrotic drugs that antagonize peroxisome proliferator-activated receptors (PPAR) and threonine kinase receptors (TKRs) used either in clinical (nintenadib, orantinib, ciglitazone, clofibrate) or experimental settings (2-CHLORO-5-NITRO-N-4-PYRIDINYLBENZAMIDE, GW7646, GSK-0660) to decrease fibrosis.

Based on the GO enrichment analysis, we focused on FOX-o signaling molecular pathway and its transcription factors that might reveal novel drug targets. We searched for expression signatures involving FOX-o signaling gene components in the iLINCS database. We found a single drug thiostrepton that targets the *FOXM1*-regulated angiotensin-converting enzyme (ACE) switch. 

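FOXM1 itself had 1.35 ± 0.949 CPM (SD, n = 3) in RemoLV, 0.81 ± 0.478 CPM (SD, n = 3) in Hyper and 0.474 ± 0.259 CPM (SD, n = 3) in Control by file label, with a log2 fold change of 1.48 (standard error 0.53, adjusted p = 0.0296) in RemoLV and -1.48 (standard error 0.52, adjusted p = 0.026) with table names (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). By file label this value was 0.81 without RemoLV replicate 1 (adjusted p = 0.247), and it also missed the FDR threshold without Control replicate 1 or Control replicate 3 (edgeR quasi-likelihood test). With table names it was -0.81 without Control replicate 1 (adjusted p = 0.231), and 3 of the 19 leave-one-out models missed the threshold (edgeR quasi-likelihood test). The number of genes on the list of FOXM1 and its partners, all 8 of them tested, that were higher was 1, 1, 1 and 0 in DOX, MYO, RemoLV and Hyper by file label, with 5, 5, 5 and 0 lower. For Hyper by file label, 0 were higher and 1 lower at an unadjusted p under 0.05. With table names 2, 3, 5 and 6 were higher and 0, 0, 1 and 0 lower. EIF5B changed by -1.83 (standard error 0.10, adjusted p = 9.25e-10) in RemoLV by file label and by 1.83 (standard error 0.10, adjusted p = 1.40e-09) with table names, and in Hyper by -0.03 and 1.80 (edgeR quasi-likelihood test). EEF2, RPL10, RPL11, EFTUD2 and GFM1 had log2 fold changes of -0.43, -0.64, -0.57, -0.30 and -0.94 in RemoLV by file label. In Hyper with table names they were 0.37, 0.72, 0.66, 0.50 and 0.55, of which all but EFTUD2 in RemoLV (adjusted p = 0.0946) passed the FDR threshold (edgeR quasi-likelihood test). In the leave-one-out models EFTUD2 in RemoLV by file label was -0.30 without MYO replicate 2 (adjusted p = 0.0492), and GFM1 in Hyper with table names was 0.39 without Control replicate 3 (adjusted p = 0.0972) and 0.35 without Hyper replicate 3 (adjusted p = 0.121) (edgeR quasi-likelihood test).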

Analysis of the FOXM-1-associated genes revealed a significant regulation of *FOXM1* interaction partners (*GFM, EFTUD2, RPL11, RPL10, EIF5B, EEF2*) in RemoLV and Hyper groups (Supplementary Figure S3). This suggests that thiostrepton might exhibit a beneficial effect in the reduction of the CR effect via ACE regulation, especially in the pressure- and volume-overload-induced model.

## 3. Discussion

MF is the common final stretch of a number of chronic and acute cardiac conditions. The development of efficient treatment approaches is hampered by the insufficient assessment of origin and stage of MF. In the current study, we applied multiple translational porcine models in order to investigate distinct types of MF. Pressure overload with gradual increase of aortic stenosis (Hyper), volume overload induced by occluded ischemia/reperfusion (RemoLV), and anthracycline-induced cardiotoxicity (DOX, MYO) revealed complex etiologies, all of which resulted in the development of myocardial fibrosis. In addition, pigs represent a model with a 95% extent of genetic sequence homology with humans supporting the use of porcine models for accurately capturing the transcriptomic signature of myocardial fibrosis [13]. Pigs are a scientifically acceptable intermediate species between rodents and humans to model several pathophysiological conditions and cardiovascular functions relevant to humans.

Unsupervised hierarchical clustering revealed a significant overlap between volume and pressure overload MF. Although the liposomal doxorubicin formulation (Myocet) has lower cardiotoxicity than non-liposomal doxorubicin, their RNAseq signatures were relatively similar and differed substantially from the other MF models. We successfully identified specific molecular signaling pathways for each type of MF, allowing identification of distinct mechanistic pathways involved in remodeling processes and selection of potential novel treatment options.

Doxorubicin and Myocet are cytotoxic chemotherapeutic agents with known cardiotoxic properties [14,15]. We previously confirmed an induction of MF in a porcine model treated with either Doxorubicin or Myocet, with differences in interferon-related DNA damage resistance, and a milder toxicity profile of Myocet [2]. In the current analysis, we focused on the specific gene signature of established animal models, and observed an upregulated expression of genes involved in TNF-alpha and adrenergic signaling in both the DOX and MYO groups compared to the control group. This confirms the fact that cardiotoxicity-induced MF exhibits stronger apoptotic and stress responses compared to pressure- or volume-overload-induced MF.

The RemoLV and Hyper groups both exhibited the enrichment of pathways of significantly upregulated genes, including the HIF-1α pathway and transcription factors of FoxO signaling in cardiomyocytes. The FoxO transcription factors are regulated by upstream signaling molecules such as PI3K, AMP-kinase or SIRT genes, and regulate the downstream transcription of proteins such as calcineurin, muscle RING finger1, muscle atrophy F-box, pyruvate dehydrogenase kinase 4 and coactivator-1α [16]. This has a direct impact on the regulation of protein synthesis, apoptosis and autophagy, finally leading to structural changes of the myocardium, such as MF [17,18]. 

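Of 9 genes for the FoxO effectors that the paper names (SIRT, AMP-kinase, calcineurin, the muscle ring finger and atrophy proteins, PDK4 and coactivator-1α among them), all were tested. In RemoLV 1 was higher and 2 lower by file label, and 3 were higher and 1 lower with table names. In Hyper, 0 were higher and 0 lower by file label, with 1 higher and 0 lower at an unadjusted p under 0.05, and 2 were higher and 1 lower with table names. PDK4 changed by -1.69 (standard error 0.69, adjusted p = 0.0509) in RemoLV by file label and 1.69 (standard error 0.68, adjusted p = 0.0482) with table names (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). TRIM63, the muscle ring finger gene, changed in Hyper by 0.47 (standard error 0.22, adjusted p = 0.279) and 0.96 (standard error 0.23, adjusted p = 0.00299), and FBXO32, the atrophy gene, by 0.61 and -0.02, in the same order (edgeR quasi-likelihood test). PDK4 in RemoLV passed the FDR threshold in 7 of the 19 leave-one-out models by file label, as at -1.69 without DOX replicate 3 (adjusted p = 0.0324), and missed it in 10 with table names, as at 1.35 without Control replicate 1 (adjusted p = 0.163) (edgeR quasi-likelihood test).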

We found a significantly upregulated expression of both upstream and downstream interaction partners of FoxO molecular effectors in these MF models, confirming the important role of FoxO signaling in the development and progression of MF.

These shared and distinct molecular mechanisms offer potential for novel etiology-based molecularly targeted therapeutic strategies. By comparing the transcriptome signatures of the experimental models of MF with the chemical perturbation signatures in the iLINCS database, we have identified potential therapeutic agents that may be optimal and adapted to the disease etiology among drugs that are already in use for treating heart failure. We identified the perturbagen drugs (Candesartan, Telmisartan, Losartan) that inhibit the angiotensin 1 (*AGTR-1*) receptor. Candesartan and enalapril have already been tested in registered clinical trials and were found to significantly ameliorate MF in hypertensive patients [19]. The combination of RNA-seq and correlation of transcriptomics data with drug signature profiles in our animal models reassert the beneficial effect of RAS inhibitors in MF. Based on the identified RNA signatures, the potential of individual RAS antagonists differ between the MF models, with some agents being more favorable for treating cardiotoxic drug-induced MF, while others are more beneficial for volume- or pressure-induced MF. In addition, a DEG analysis revealed a significant overexpression of the neprilysin gene in DOX, RemoLV and Hyper groups. Therefore, the neprilysin inhibitor sacubitril might be a good therapeutic option in cardiotoxicity and pressure- and volume-overload-induced MF. 

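MME, which encodes neprilysin, lies on chromosome 13 and had 8.97 ± 2.85 CPM (SD, n = 5) in DOX, 12.7 ± 9.27 CPM (SD, n = 5) in MYO, 3.64 ± 2.52 CPM (SD, n = 3) in RemoLV, 17.8 ± 1.71 CPM (SD, n = 3) in Hyper and 18.6 ± 8.54 CPM (SD, n = 3) in Control by file label. Its log2 fold change by file label was -2.34 (standard error 0.63, adjusted p = 0.00517) in RemoLV and -1.04 (standard error 0.51, adjusted p = 0.108) in DOX (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With table names it was 1.75 (standard error 0.59, adjusted p = 0.0319) in DOX, 1.37 (standard error 0.59, adjusted p = 0.0896) in MYO, 2.34 (standard error 0.63, adjusted p = 0.00562) in RemoLV and 2.28 (standard error 0.63, adjusted p = 0.009) in Hyper (edgeR quasi-likelihood test). Among leave-one-out models, MME in DOX was -1.38 without Control replicate 2 (adjusted p = 0.0433) by file label, and with table names it missed the FDR threshold in 3 of 19, as at 1.49 without Control replicate 2 (adjusted p = 0.13) (edgeR quasi-likelihood test). In MYO with table names it was 2.10 without Control replicate 1 (adjusted p = 0.0405) (edgeR quasi-likelihood test).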

The distinct correlations of drugs within the same class and our in vivo models of MF might indicate that the comparison of bulk sequencing data with transcriptomic data of cell lines exposed in vitro to a variety of perturbing agents might introduce some degree of discrepancy in a transcriptome-based drug prediction model.

Furthermore, we identified several perturbagen drugs in the class of statins, reflecting gene expression signatures in all types of MF models (atorvastatin, fluvastatin, rosuvastatin, simvastatin) with developed MF. Interestingly, all statins inhibit 3-hydroxymethylglutaryl-CoA reductase as a main mechanism, but the drug prediction model resulted in a difference between statins and ARB blockers by being useful in one, but not in the other remodeling models. Experimental and clinical data indicate that lipid lowering mediated by statins in resident cardiomyocytes and fibroblasts inhibits adverse remodeling processes in ischemic and non-ischemic settings [20]. Although there is no known anti-fibrotic effect with statins, statins inhibit inflammatory processes and can therefore reduce chronic inflammation-based tissue fibrosis. These findings and systems-biology-level information retrieved from our gene expression data warrant further research in order to ascertain the beneficial effects of statins on MF which result in ventricular remodeling.

Mineralocortioicid receptor antagonists have been associated with decreased serum markers of fibrillar collagens [21]. In our gene expression signature dataset, we identified mineralocortioicid receptor antagonists (spironolactone and eplerenone), indicating antifibrotic properties of these drugs.

Indapamide and furosemide seem to potentially interfere with MF mechanisms. Several clinical trials have already confirmed the antifibrotic effects of furosemide [22], the recent LIVE study confirmed that indapamide leads to a significant decrease in LV mass in patients with LV hypertrophy [23].

Our data showed an upregulation of adrenergic signaling, with an increased expression of genes encoding adrenergic receptors and pathway components in the DOX and MYO groups. We found either non-selective (carvedilol, propranolol) or selective ß-blockers (metoprolol, bisoprolol) across all animal experimental models. Beneficial effects of ß-blockers on cardiomyocyte hypertrophy and MF have been observed in rats [24]. However, clinical studies failed to provide unambiguous evidence that ß-blockers affect MF [25,26].

In addition, we identified the class of anti-fibrotic perturbagens inhibiting receptor tyrosine kinases (Nintedanib, Orantinib) and peroxisome proliferator-activated receptors (PPAR) inhibitors (Ciglitazone). Recent studies confirmed that both RTKs and PPAR inhibitor drugs identified in our analysis have shown significant cardioprotective effects and benefits which lead to fibrosis regression [27,28].

A further major mechanistic finding of our study is the confirmed regulation of FoxO signaling in the RemoLV and Hyper groups. Analysis of drug matrix signatures targeting the component of FoxO signaling (transcription factor *FOXM1*) retrieved a single result: thiostrepton. A study by Yang et al. found that thiostrepton induces a conversion of ACE to ACE2 in rats [6]. Inhibition of *FOXM1* expression by miR-204 or thiostrepton leads to reduced vascular remodeling in pulmonary arterial hypertension [29]. Additionally, potential benefits of inhibiting *FOXM1* via thiostrepton treatment have been demonstrated in vitro and in a rat model with interstitial fibrosis [30]. Our data, combined with the findings of these studies indicate that FOXM1 might be a promising novel therapeutic target in the treatment of pressure- or volume-overload MF accompanied with adverse cardiac remodeling.

Our gene expression analysis of three models with distinct MF etiologies, combined with an analysis of the molecular signature of drugs in the iLINCS database, is a promising approach for identifying biologically relevant candidate therapeutics with the potential to ameliorate MF.

## 4. Materials and Methods

### 4.1. Animal Study Design

Twenty-seven pigs (*Sus scrofa*, female, large whites) were included in the study. Five animals received either doxorubicin (Pfizer Inc. New York, NY, USA) (DOX, n = 5) or liposomal-encapsulated doxorubicin, Myocet (TEVA Ratiopharm, Ulm, Germany) (MYO, n = 5), and five animals received a vehicle and served as controls (n = 5). Five pigs underwent reperfused myocardial infarction (RemoLV, n = 5) or an induced artificial aortic isthmus stenosis (Hyper, n = 7). The sham-operated control group served as the control group (n = 5). The detailed experimental protocols have previously been published [1,2].

Briefly, animals in groups DOX and MYO received either doxorubicin (DOX) or liposomal–doxorubicin citrate complex (Myocet^®^, MYO) in 3 cycles (Day 1, 22, 43) of cytostatic treatment in doses equivalent to human treatment regimens (60 mg/m^2^ body surface area). The DOX and MYO experiments had to be prematurely terminated after 3 months (FUP) due to progressively deteriorating health conditions of the animals.

Domestic pigs in the group RemoLV were sedated by subcutaneous administration of 12 mg/kg ketamine hydrochloride, 1 mg/kg xylazine and 0.04 mg/kg atropine after overnight fasting. After endotracheal intubation, the anesthesia was supplemented with 1.5–2.5 vol% isoflurane, 1.6–1.8 vol% O_2_ and 0.5 vol% N_2_O. A 6F introduction sheath (Terumo Medical Corporation, Somerset, NJ, USA) was inserted into the right femoral artery. Following the administration of 200 IU/kg of heparin, 6F right coronary guiding catheters were introduced into the left and right coronary ostium to perform selective angiography of the left and right coronary arteries. Catheter-based reperfused anterior wall myocardial infarction was induced by the inflation of a coronary angioplasty balloon (2.75 mm diameter, 15 mm length; Maverick, Boston Natick, MA, USA) at 5 atm for 90 min in the middle part of the left anterior descending the coronary artery. Reperfusion was initiated via balloon deflation. The animals were allowed to recover from the anesthesia. FUP investigations and myocardial tissue sampling were performed at the sixth month.

For pressure-overload-induced myocardial fibrosis (Hyper), a bare metal stent (9 mm of diameter, 20 mm of length, Cordis S.M.A.R.T. CONTROL, Cordis, Fremont, CA, USA) was implanted in the descending thoracic aorta of the juvenile pigs. Natural enlargement of thoracic aorta by growing animals reaching the diameter of 1.8 cm resulted in induced artificial aortic thoracic stenosis by a constant 9 mm stent. The developing artificial aortic isthmus stenosis resulted in the gradual development of a myocardial hypertrophy and diffuse myocardial fibrosis during the sixth month of FUP.

After the predefined FUP, the animals were euthanized under the continuous deep anesthesia (1.5–2.5 vol% isoflurane, 1.6–1.8 vol% O_2_, and 0.5 vol% N_2_O) using an intravenous dose of heparin (10,000 U) and 10 mL of saturated KCl (10%). Immediately after humanely euthanizing the animals, the hearts were explanted and myocardial samples from the anterior wall in groups DOX, MYO and Hyper were collected, while remote posterior wall myocardial area from the remodeled LV was excised in group RemoLV. The hearts were not perfused with phosphate-buffered saline in order to avoid prolonged sample manipulation duration at room temperature, which would have affected RNA quality.

Nineteen animals were included in the sequencing study (DOX, n = 5; MYO, n = 5; RemoLV, n = 3; Hyper, n = 3; Control, n = 3). The control group in the sequencing study is made up of untreated animals of the same age (Figure 6).

### 4.2. RNA Isolation

Myocardial tissue samples (~30 mg) of the left ventricle (anterior wall from groups HYPER, DOX, MYO and Control, and non-ischemic posterior myocardial wall of group RemoLV) were washed with PBS, minced into small pieces and transferred into cryotubes containing 1.2 mL RNAlater^®^ (Ambion, Austin, TX, USA). The specimens were homogenized using the Precellys lysing kit CK28 beads (VWR, Vienna, Austria) in Qiazol lysis buffer (Qiagen, Hilden, Germany) and total RNA was isolated using the RNeasy^®^ tissue kit (Qiagen, Hilden, Germany).

### 4.3. RNA Sequencing

The isolated total RNA samples were subjected to mRNA deep sequencing using the Illumina (San Diego, CA, USA) platform by the Next Generation Sequencing Facility at Vienna BioCenter Core Facility (VBCF, Vienna, Austria). The NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA) was utilized for mRNA fragmentation and enrichment. Fragmented and primed mRNA was reverse transcribed to cDNA. The cDNA library was synthesized and enriched using the NEBNext Ultra Directional RNA library kit (New England Biolabs, Ipswich, MA, USA). Sequencing was performed on the HiSeq 2500 platform (Illumina, San Diego, CA, USA) to a mean depth of 15–20 million paired-end reads per sample. After demultiplexing, the quality control was performed by FastQC following mapping to the Sus scrofa genome (Sscrofa 11.1) using STAR-alignment tool (STAR 2.7.8a) [31] on a MacOS BigSur computer (Version 11.4, Processor: 2,4 GHz 8-Core Intel Core i9, Memory: 64 GB 2667 MHz DDR4).

Finally, mapped reads were counted into the Ensembl Sscrofa 11.1 gene model using HTSeq Python package (Python3 Version 3.9, HTSeq-Count Version 0.11.1) [32], applying parameters: “-m union stranded = revers”. Differential expression analysis was performed with DESeq2 package (Version 3.16) [33] in R Studio (Version 1.4.1106).

Raw reads were transformed based on library size using DESeq2 package with subsequent rlog transformation. Statistically significantly deregulated genes were determined by generalized linear models fitted to the corresponding contrast (each treatment versus control group). The estimated coefficients and standard errors for all contrasts were used for calculation of moderated t-statistics, moderated F-statistics, and the log-odds of differential expression by empirical Bayes shrinkage of the standard errors toward a common value.

Rlog transformed data were used for hierarchical clustering of the top 1000 differentially expressed genes, utilizing heatmap.2 function. The data were centered by subtracting the average expression level for each gene. The distance matrix is 1 − *r*, where *r* is Pearson’s correlation coefficient. The average linkage was used.

Principal component analysis (PCA) was performed with rlog transformed data using web-based tool iDEP [34].

Clustering of genes based on their expression pattern across all sample groups was performed using k-means clustering methods [34]. Cluster of genes were subjected to the enrichment analysis based on cellular component, molecular function and disease gene ontology. Then, student’s t-test was used to compare the scores observed in a group of genes. The *p*-values were corrected for multiple testing using false discovery rate (FDR). Gene set enrichment analysis was conducted in the pre-ranked mode using algorithm in fgsea package [35].

Gene expression data were visualized either with heatmap2. function in gplots package (v3.1.1, R studio) or utilizing KEGG pathway diagrams in PathView [36].

### 4.4. Drug Prediction Using Reverse Transcriptomics Signature Approach

In order to identify drugs which may reverse the gene expression signature acquired from differential gene expression analyses of MF models compared to untreated control animals, we utilized the data from the Library of Integrated Network-based Cellular Signatures (LINCS) (http://www.ilincs.org/ilincs/, accessed on 20 January 2023). As input for the drug prediction, the DEGs were used with log2FC, adj.*p*-values (adj.*p*-value < 0.05) and assigned known gene symbol.

We compared the global transcriptional signature of each animal model with available LINCS chemical perturbagen signatures. Each comparison generated hundreds of matched perturbagen signatures. To standardize our analysis, we selected only chemical perturbagens with negative Pearson’s correlation coefficients and ordered the list of drugs based on *p*-values. The generated list of all chemical perturbagens in particular groups is included in Supplementary Materials (Supplementary File S3, available upon reasonable request). The prediction of association between drug and particular gene expression signature of treatment group is based on the inverse correlation, presuming that each drug would abolish the given treatment-specific expression signature. Next, we grouped the chemical perturbagens based on the common inhibition of gene targets in the group of ARB/ACE inhibitors, beta-blockers, statins, calcium channel blockers and diuretics. Recurring target drugs were plotted using ggplot2 package in R studio (v3.3.3).

### 4.5. Histology and Picrosirius Staining

For histological sections, LV myocardial tissue samples were stored in 5 % formalin, embedded in paraffin and cut to 4–5 µm slices followed by PicroSirius red staining. The color coding is as follows: myocytes—yellow, fibrosis—red. Histological images were acquired on an Olympus IX83 microscope and images were analyzed with CellSens software (Olympus, Tokyo, Japan).

### 4.6. Statistics

For differences between treatment and control groups, DESeq2 packages used a Wald test: the shrunken estimate of LFC is divided by its standard error. The Wald test’s *p*-values that pass independent filtering were adjusted for multiple testing using the procedure of Benjamini and Hochberg corrections [33]. A difference was considered statistically significant at FDR < 0.05. Statistical analysis and graph preparations were performed using R studio and iDEP web-based programs.

## 5. Conclusions

In summary, we provide evidence that cardiac injury, including MF, induced by cardiotoxic drugs, cardiac pressure or volume overload resulted in overlapping but also in distinct gene expression signature profiles. We identified significantly dysregulated pathways involved in the development of cardiac injury and ventricular remodeling that may be differently targeted by individual treatment groups. Additionally, we present a novel approach of drug prediction by comparing the robust expression data from sequencing analysis and pre-computed drug expression signature in iLINCS database, providing an abundant source of information regarding the molecular reactions to drug candidates in order to help identify relevant candidate therapeutics for cardiac repair.

## 6. Study Limitations

To achieve a comprehensive understanding of mechanisms involved in the development of MF and its therapeutic targets, we focused on bioinformatics analysis in this study. Additional experimental evidence would be necessary to confirm the therapeutic value of the proposed agents.

There are several limitations of this study that should be acknowledged.

First, we compared the RNA-seq data in different animal models of chronic cardiac structural changes leading to distinct types of cardiac remodeling and multiple degrees of heart failure. The most common feature of these experiments were the findings of MF in histology and cardiac MRI. Moreover, several MF-related gene expression signatures were common in these experiments, suggesting at least partially similar pathophysiological processes leading to MF. Since no specific antifibrotic therapy exists, we have focused on the MF. RNA extraction from LV and library preparation protocols were compatible in all analyzed groups in order to mitigate potential batch effects; all samples were taken at a phase in which development of MF was evident.

Second, we only performed a single time-point analysis based on the resulting development of LV remodeling. In order to clarify the dynamic changes of gene targets, it will be necessary to conduct further studies with different time-points. Such experiments are usually conducted on small animal models, including pharmacokinetic and pharmacodynamic studies, mainly due to financial reasons before starting human-like large animal studies, and therefore lie beyond the scope of current investigations.

Third, we compared the data derived from bulk RNA sequencing of the pig LV tissue with the gene expression signatures generated in distinct cell culture cell lines, as data in the iLINCS database are available for all drug targets in the cell lines only. Our approach has identified candidate repurposable drugs for the small molecules in the iLINCS repository that may attenuate MF. The potential drug candidates are: (A) currently approved for the use in humans, (B) have demonstrated anti-fibrotic effect in pre-clinical and clinical studies and (C) need to be investigated to assess direct anti-fibrotic effects.

Considering the limited number of animals, we decided on using female domestic pigs in order to exclude sex-related gene expression differences. For our sequencing study, we included a uniform control group with healthy animals of the same age as the experimental animals. The inclusion of a control group specific to each treatment would have potentially resulted in more robust findings.

Our results were obtained in a porcine model, and the translational potential of our findings to human patients should be investigated in further studies.

Our results were obtained in a porcine model and drug predictions reflected the captured pathological phenotype and ‘reverse’ drug signature in the iLINCS database. Further exploration should be performed to determine whether our findings can be translated to human conditions.

## Figures and Tables

**Figure 1:**
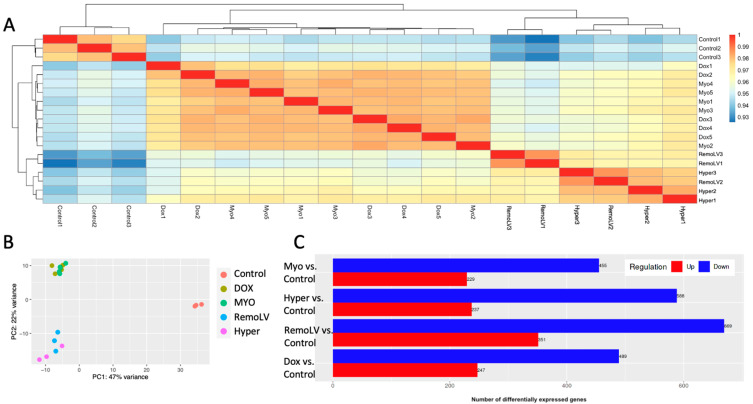
Global gene expression changes in MF models. Unsupervised two-dimensional hierarchical clustering of samples based on gene expression level (**A**). Different colors in principal component analysis indicate different treatment models (**B**). Bars representing the number of up- and down-regulated genes in all treatment groups compared to control with adjusted cut-offs: FDR = 0.05, LFC = ±2 (**C**).

**Figure 2:**
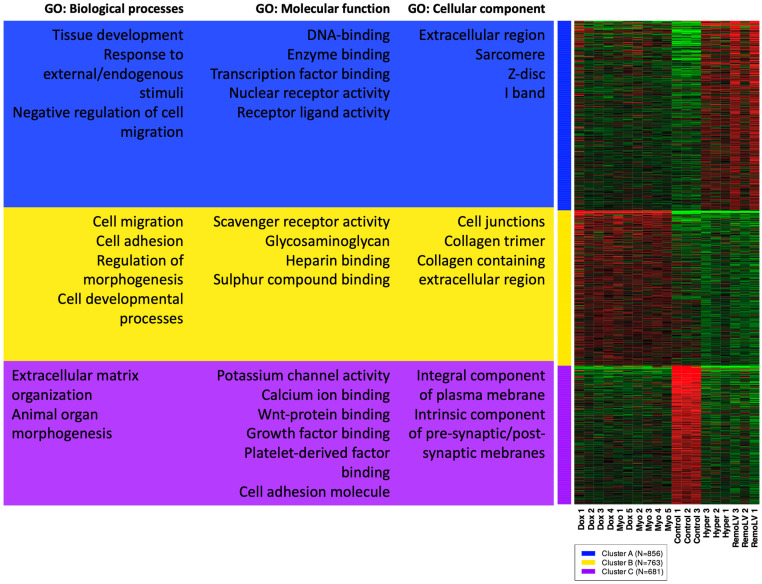
Heatmap of k-means clustering of genes with subsequent gene ontology (GO) enrichment analysis. Unsupervised gene clustering ordered genes into groups based on the expression pattern across all samples. 2000 top-ranked expressed genes were used for a GO enrichment analysis for each gene cluster. The figure shows the most associated GO cellular components, biological processes and molecular functions for each cluster of genes. Green and red colors denote highly and weakly expressed genes, respectively.

**Figure 3:**
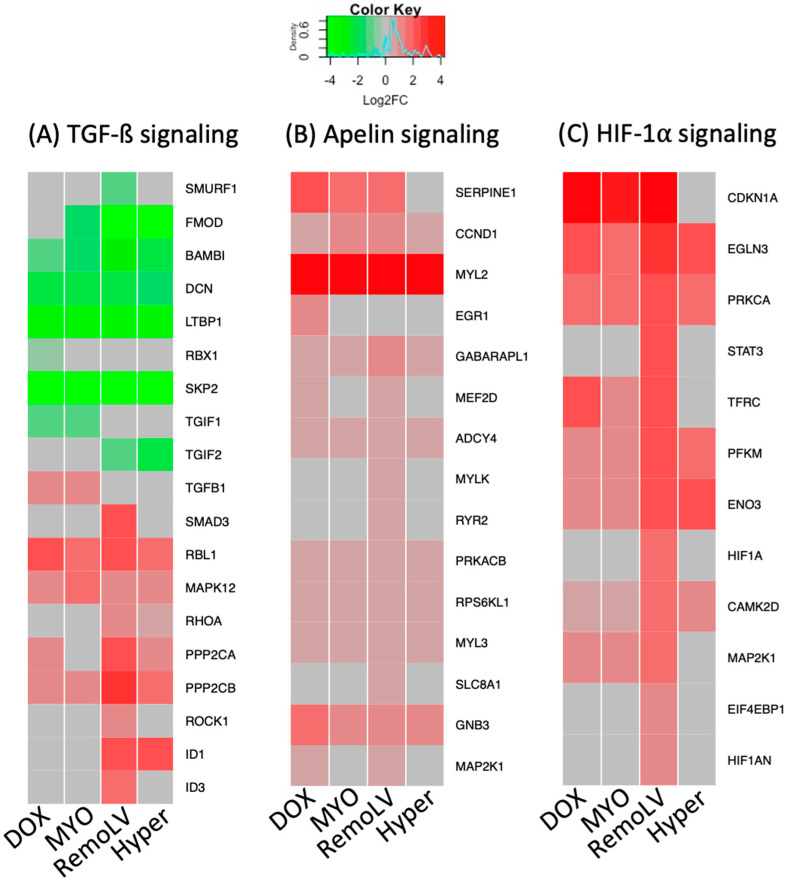
The heatmaps of differentially regulated genes in regulated pathways across all models of myocardial remodeling. The heat maps show the expression of genes compared to untreated control in the transforming growth factor beta (TGF-ß) signaling pathway (**A**), apelin signaling pathway (**B**), and hypoxia-inducible factor 1-alpha (HIF-1 alpha) signaling (**C**) in all treatment groups. Red = upregulation; green = downregulation; gray = non-significant changes. The treatment groups DOX (N = 5), MYO (N = 5), RemoLV (N = 3) and Hyper (N = 3) are relative to control animals (N = 3). (Significance for *p* < 0.05, moderated t-statistics adjusted for multiple testing).

**Figure 4:**
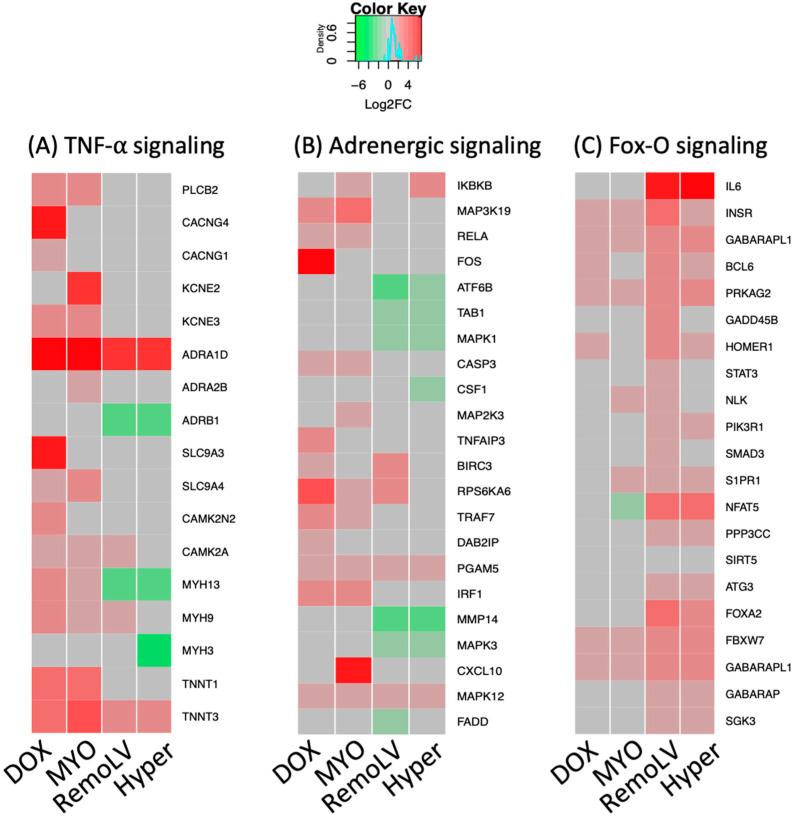
The heat maps of DEGs in significantly regulated pathways in specific models of MF. The heat maps show the expression of genes compared to untreated control in the tumor necrosis factor-alpha (TNF-alpha) signaling pathway (**A**); adrenergic signaling pathway (**B**); and Forkhead box protein-O (Fox-O) signaling (**C**) in all treatment groups. Red = upregulation; green = downregulation; gray = non-significant changes. The treatment groups DOX (N = 5), MYO (N = 5), RemoLV (N = 3) and Hyper (N = 3) are relative to control animals (N = 3). (Significance for *p* < 0.05, moderated t-statistics adjusted for multiple testing).

**Figure 5:**
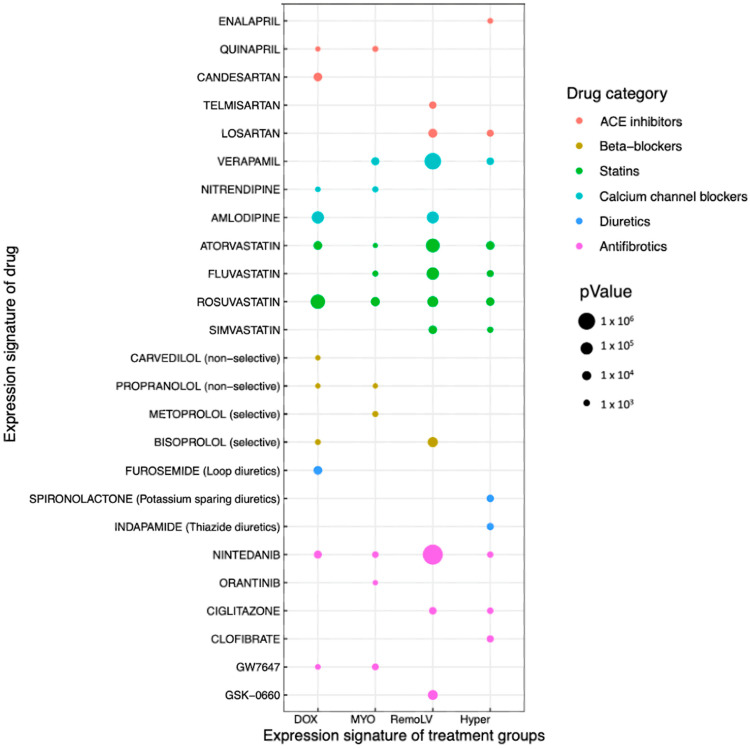
Drug prediction based on the gene expression signature datasets. Bubble plot lists of selected significant chemical perturbagens (predicted drugs) based on the gene expression signature datasets of DOX (N = 5), MYO (N = 5), RemoLV (N = 3) and Hyper (N = 3) groups. Selected perturbagens reflect (Pearson’s correlation coefficient) the gene expression signatures of MF models. The size of the dot represents *p*-value. ARB, angiotensin II receptor blocker; ACE, angiotensin converting enzyme.

**Figure 6:**
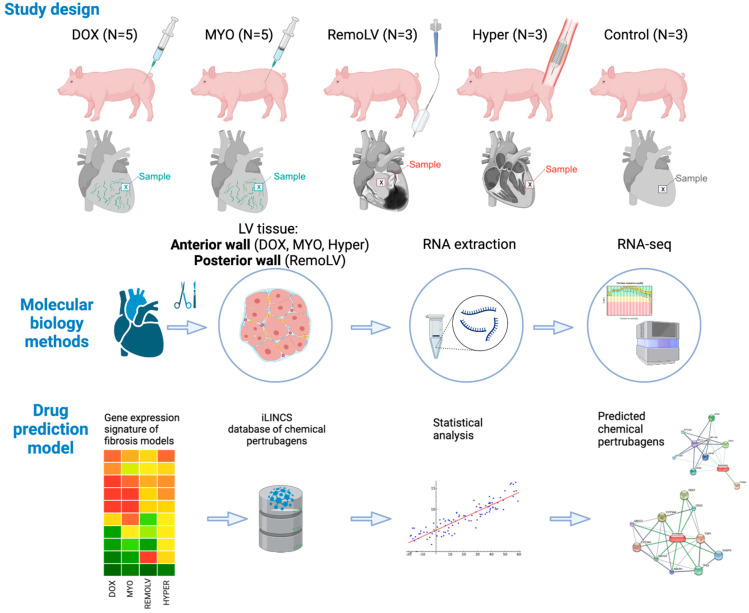
Study design and applied molecular biology methods. The study population comprises 5 groups of pigs. DOX animals (N = 5) received doxorubicin and MYO animal (N = 5) Myocet^®^ infusions in doses equivalent to human treatment regimens. Catheter-based reperfused anterior wall myocardial infarction was induced by balloon inflation in mid-LAD, and induced adverse remodeling of the enlarged left ventricle (LV), resulting in volume-overload myocardial fibrosis of the posterior non-ischemic wall (RemoLV, N = 3). Artificial aortic isthmus stenosis was designed to study pressure overload-induced myocardial remodeling (Hyper, N = 3). Sham interventions served as control (Control, N = 3). After a pre-defined follow-up (FUP), the hearts were explanted and subjected to RNA expression analysis following RNA-seq bioinformatics pipeline and drug prediction model. Graphical elements in both panels were created with BioRender.com.

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [37] and are accessible through GEO Series accession number GSE197049.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24087461/s1.

How the deposited data were processed for this re-analysis (not part of the article)

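RNA-seq counts of LV tissue from 19 pigs were used: 5 given DOX, 5 given MYO, 3 with RemoLV, 3 with Hyper and 3 Control pigs, with 1 library per pig and no pooled samples. The authors aligned the read pairs to the pig genome Sscrofa11.1 with STAR and counted them per Ensembl gene with HTSeq before deposit, and the count files hold these raw counts without normalization. The authors also deposited a table of 14744 genes, which are exactly those with at least 0.5 CPM in at least 1 library. Its log2 fold changes are, as deposited, the authors' DESeq2 comparisons of each group with Control, and its adjusted p-value columns are the Benjamini-Hochberg values of the same comparisons made by the authors with DESeq2. Its expression columns hold log2-like values that the authors transformed from the counts and scaled for library size. The methods name rlog for this step, whereas every count of 0 has 1 common value in the table. The lists of drugs and the gene sets of the supplements were not used here, since 2 of the supplementary tables were given only in part, and the searches against public drug signatures and gene set collections were not repeated.

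Samples were grouped by the names of the count files (file labels). After the count files had been read, each sample column of the authors' table was matched to the count file of which it is a monotone function, and every comparison was computed again with the names of that table (table names), an alternative chosen after seeing the data. In R 4.3.3, counts were scaled with the TMM method of edgeR 4.0.16, and genes were kept by filterByExpr with the groups as design. Differences were tested with the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, in 1 model of the 5 groups without a block. Each group was compared with Control, DOX with MYO, RemoLV with Hyper, DOX and MYO together with RemoLV and Hyper together, and, added after the conflict between the names was seen, DOX and MYO with Hyper. A DEG had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 2. Where the text says FDR threshold, no fold threshold was applied. Where counts are also given as adjusted over a list alone, the Benjamini-Hochberg adjustment covered only the tested genes of that list. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They therefore restate that test and are no separate estimate of the spread. Lists of genes were taken from Figures 3 and 4 and the text of the paper, from patterns of gene symbols (collagens, metallopeptidases, calcium and potassium channels), or written by hand before the data were examined (targets of TNF-alpha, FoxO, HIF-1 and TGF-ß, immediate-early genes, and markers of atrial and ventricular cardiomyocytes, fibroblasts, skeletal muscle, blood, smooth muscle, proliferation and the Y chromosome). A list of genes that all cardiomyocytes express and a list of X-chromosome counterparts of Y genes were added after the first values were seen. The hand-written lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes, beside camera with an estimated correlation and the rotation test fry. Adjustment covered the 12 lists of targets and markers tested and the 4 groups together, with the list of genes that all cardiomyocytes express adjusted by itself, separately for each naming. With only the groups compared in the model, it covered the lists of 1 group at a time.

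Principal components, correlations, hierarchical clustering and k-means clustering used rlog values from DESeq2 1.42.0. The components and correlations used all genes kept by filterByExpr, hierarchical clustering the 1000 most variable genes with average linkage, and k-means clustering the 2000 most variable genes with 3 centres and 50 starts. Scores were compared by 2-sided permutation tests over all choices of libraries. Sharing of controls was simulated 20 times with groups drawn from 1 distribution per gene, each gene independently of the others. Each comparison was repeated over other splits of its libraries into groups of the same sizes, all of them where there were at most 100 and otherwise 100 drawn at random. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

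The procedure was tested on simulated data with 200 changed genes. With the group sizes of DOX and Control, 97% of genes with a true log2 fold change of 2 were recovered at the FDR threshold by edgeR, with 14 false calls, and with those of RemoLV and Control 91%, with 8. Library totals were between 9527710 and 20370209 counts, and a gene with 3 counts or fewer in each library of a group was given a bound in place of a fold. Such bounds cover counting error and not the variation between pigs. Genes were named by a rule: every gene that the paper names in its results, discussion or Figures 3 and 4, drug targets and members of the lists, and for each comparison with Control the 2 genes with the largest positive and the 2 with the largest negative log2 fold change among genes with a symbol, an adjusted p of at most 0.05, a mean log2 CPM of at least 2 and every treated library on the same side of every control. Replicate numbers did not pair libraries across groups. Alternatives were RLE and upper-quartile normalization, no filter, at least 10 counts in every sample, only the groups compared in the model, a replicate block, DESeq2 with and without shrunken log2 fold changes, no fold threshold, an absolute log2 fold change of at least 1, log2 CPM in place of rlog values, other numbers of variable genes, unit variance, complete linkage, and leaving out each library in turn. DESeq2 on the genes with at least 0.5 CPM in 1 library was added after seeing the data. Alignment, counting and library quality control were not repeated, and no batch term was fitted for the DOX and MYO libraries, since it would coincide with these groups.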

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

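The tests on the 3 libraries with atrial markers, on the Y-chromosome genes, on the series of libraries and on the depth of the RemoLV libraries were chosen only after the result was seen, and so were the comparisons of connective tissue, blood, skeletal muscle and age with the ventricular markers, the use of the skeletal troponins, the list of genes that all cardiomyocytes express and the limits of 25% and 100 times used for the Y-chromosome genes. Replicate numbers are those of the file labels, unless table names are given.

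In groups of 5 libraries, a library was singled out where its gap to the nearest other, divided by the range of the group, passed 0.71. This held in 8 of 78 tests of log2(CPM + 1), library totals and component scores, where chance gives about 3.9. DOX replicate 1 stood apart in IL6 (0.929), DDX3Y (0.778) and FOS (0.755), DOX replicate 5 in FBXO32 (0.851) and ADRA1A (0.733), and DOX replicate 3 in MYL4 (0.828). In MYO, replicate 2 stood apart in EFTUD2 (0.794) and HIF1A (0.754). No library total and no component score was among them. DOX replicate 1 and MYO replicate 2 had the highest totals of their groups, 15975201 and 14851481 counts, so depth stays open for them. The totals of DOX replicates 3 and 5, 14476738 and 11190465, lay inside the range of the other DOX libraries, which argues against depth there. DOX replicate 5 is the library that the authors' table names MYO replicate 1. The design gives no condition that separates these libraries from the others of their group, so no biological explanation was tested.

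RemoLV and Hyper differed in 668 DEGs by file label, in a direct test of the difference (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 1 of the 10 splits of these 6 libraries, the real one, gave as many, a design in which no share under 0.05 is possible. The 3 libraries labelled RemoLV also lie far from Control. Of the 16 other libraries, 12 have totals inside the range of the 3, 9527710 to 16098496 counts. For the difference from Hyper, depth as the whole cause is argued against by Hyper replicates 2 and 3, with 15927826 and 15634520 counts. Hyper replicate 1, with 16359107, lies above the range. The libraries labelled Control, with 17458641 to 20370209, all lie above it, so for the distance from Control this test cannot decide. The atrial markers in these 3 libraries, and the table that names them Control, leave open that the difference may be one of tissue or of names rather than of the infarction model.

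The 10 cardiotoxic and the 6 overload libraries differed in 229 DEGs by file label and 252 with table names, and DOX and MYO differed from Hyper alone in 237 and 239, all by direct tests of the difference. In each of these 4 tests, 1 of the 100 splits drawn, the real one included, gave as many DEGs, which argues against a grouping by chance. The cluster of the DOX and MYO libraries held 0 libraries of other groups. A difference between the series of libraries and an effect of the drugs cannot be told apart for these 10 libraries, since the paper took them from an earlier study and the series coincides with the groups. An effect of cardiotoxicity against mechanical overload stays open and was not tested apart from the series.

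A signal that the paper does not discuss is that of Y-chromosome genes. DDX3Y had a mean of 112 CPM in the libraries labelled DOX and MYO, with 1143 to 2831 counts in each, and EIF1AY had 549 to 704, KDM5D 84 to 163 and ZFY 271 to 404. The 9 other libraries had at most 4 counts of any of the 4 genes. Reads of X-chromosome counterparts counted on the Y genes are argued against by the highest DDX3Y count in the 9 libraries, 2, beside at least 2953 counts of DDX3X in each. A small share of male material is argued against by the level of DDX3Y, 46.5% of DDX3X or more in each of the 10 libraries and up to 67.1%. Of the X-chromosome counterparts, mean CPM in the 10 and the 9 libraries was 19.9 and 43.2 for ZFX, 57.1 and 109 for USP9X, 118 and 196 for EIF1AX, 196 and 332 for DDX3X, and 109.5 and 90 for KDM5C. The paper describes its pigs as female. A candidate explanation is that the pigs of the DOX and MYO libraries were male, and sex would then coincide with the contrast of DOX and MYO with every other group under both namings. Whether it contributes to the DEGs of these groups beyond the sex chromosomes was not tested.

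A further signal outside the genes that the paper discusses is MYL4, a marker of atrial cardiomyocytes, with a mean of 7169 CPM in the 3 libraries labelled RemoLV, which the authors' table names Control. The mean log2(CPM + 1) of 12 atrial markers minus that of 10 ventricular markers was 1.33 to 2.2 in these 3 libraries and -4.83 to -3.75 in the 16 others. With table names, the highest of the 4 medians of the atrial markers against Control was -1.806, the value that atrial tissue in the Control samples requires, and by file label, where the libraries named Control are others, the lowest median was 0.1048. In camera, in camera with an estimated correlation and in fry, the atrial and the ventricular markers had adjusted p under 0.05 in all 4 groups with table names. By file label all 3 tests gave this in RemoLV, and fry alone also in DOX and MYO for the atrial markers. The fibroblast markers did so in camera and fry with table names, and not with an estimated correlation. Of the markers, 11 atrial, 10 ventricular and 15 fibroblast genes were expressed enough in these LV libraries to be tested, no atrial or ventricular marker is on another list of markers or targets, and 2 ventricular and 2 fibroblast markers are also among the genes that the paper names or draws.

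Several other accounts of the distance between the libraries named Control and the models were tested with table names. A higher share of connective tissue as the whole cause is argued against by the genes that all cardiomyocytes express, whose highest median was 0.5853 beside medians of the ventricular markers of at least 4.652. For the fibroblast markers, whose highest median was -0.8947, it cannot be told apart from a difference between chambers. The markers of smooth muscle had medians of 0.06, -0.16, -0.12 and -0.26 in DOX, MYO, RemoLV and Hyper, and fry gave them 0.0499 in Hyper and camera no adjusted p under 0.328. Skeletal muscle as the whole cause is argued against by medians of its markers of at most 1.032, beside those of the ventricular markers. Its own markers include ACTA1, with a mean of 2950 CPM in the 3 libraries named Control and 12070 in the 16 others. For these, fast skeletal fibres are argued against by the listed troponins TNNT3, TNNI2 and TNNC2, which had at most 0.5076 CPM in any of the 16. TNNI1 of slow fibres also argues against skeletal muscle, with at most 10.5 CPM there and at least 289 in the 3. TNNT1, which the paper describes as skeletal troponin T, goes the other way, with means of 39.2 CPM in the 3 and 106 in the 16. Skeletal muscle other than fast fibres therefore stays open for these markers. Of the 12 listed markers found, 7 were expressed enough to be tested, 4 of these were higher in the comparison with the fewest, and the list as a whole was higher in fry, with adjusted p of 0.0494, 0.0104, 0.0304 and 0.0147 in DOX, MYO, RemoLV and Hyper, and not in camera, with none under 0.281 except with at least 10 counts in every sample, where all 4 passed 0.05. Blood goes with the markers of blood, at least 8 of 9 higher in each comparison with table names and at most 1 of 9 by file label, so more blood in some groups may explain these genes, and not the ventricular markers. HBB, an abundant marker of blood, had 9.27 to 39.2 CPM in the 3 libraries and 8.4 to 337 in the 16 others, so the ranges overlap. Library depth as the whole cause is argued against by 12 of 16 libraries with totals inside the range of Control. The libraries named RemoLV, with 17458641 to 20370209 counts, all lie above that range, so for RemoLV this test cannot decide. Growth or age as the whole cause is argued against by RemoLV and Hyper, which have the 6 months of follow-up that the sample descriptions give for Control and whose medians of the ventricular markers were 4.652 or more, while follow-up was 3 months in DOX and MYO. For the proliferation markers it cannot be told apart from the models, since their median was lowest in RemoLV, at -0.9144 without passing 0.05 in camera (0.281) or fry (0.239), and highest in DOX at 0.60 (camera 0.0137).

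Within the 3 libraries themselves, a lower share of cardiomyocytes as the whole cause is argued against by a median log2 fold change of -0.5853 (RemoLV vs. Control by file label) in the genes that all cardiomyocytes express, beside a median of -4.65 in the ventricular markers. A few mislabelled libraries inside the group are argued against by the 3 of 3 libraries that lie above all 16 others in the difference of atrial and ventricular markers. A mixture with ventricular tissue remains open: the highest MYL2 level of the 3 libraries was 1.28% of the lowest of the 16 others, just above the limit of 1% set for the test, and a small share of ventricular tissue and a low level of MYL2 in the sampled tissue cannot be told apart. A candidate explanation is that the 3 samples came from an atrium. The paper and the sample descriptions give LV tissue for all groups. The paper places it in the posterior wall for RemoLV and in the anterior wall for the other groups. The hypothesis of an atrium was found and tested on the same libraries.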

How the results depend on the processing

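The values with table names, and DESeq2 on the genes with at least 0.5 CPM in 1 library, were alternatives chosen after seeing the data. All other alternatives were set beforehand, and those on counts were applied to both namings. Numbers without a unit are counts of DEGs or of genes past the FDR threshold, and those of single genes and of marker or target lists are log2 fold changes and medians of log2 fold changes. A marker or target list whose median kept its sign is given where camera crossed an adjusted p of 0.05 in either direction. With only the groups compared, that adjustment covered 1 group at a time, so a crossing there may come from the adjustment itself. For the results given here, the cause of the change was not tested, unless the alternative itself removes genes, thresholds or libraries.

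Over the alternatives other than leaving out each library in turn, 191 values of DEG counts by file label stayed within 1.5 times the reported count and 134 did not. With table names 171 did and 104 did not. For components, clusters and counts in lists these numbers were 323 and 57 by file label and 314 and 18 with table names. For named genes, 1054 kept their direction and side of the threshold by file label, 20 became significant, 6 lost significance and 13 reversed. With table names the numbers were 1035, 23, 31 and 11. For marker and target lists they were 286, 27, 1 and 50 by file label and 283, 22, 4 and 3 with table names.

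Without a fold threshold by file label the numbers were DEGs 5704 in DOX, 5748 in MYO and 6393 in RemoLV, 4818 for DEGs RemoLV vs Hyper, 4769 for DEGs cardiotoxic vs overload, and 4422 for DEGs cardiotoxic vs Hyper. Without a fold threshold with table names the numbers were DEGs 4008 in DOX, 3951 in MYO, 6402 in RemoLV and 4856 in Hyper, 6900 for DEGs cardiotoxic vs overload, and 4436 for DEGs cardiotoxic vs Hyper. Further numbers without a fold threshold with table names were 1804 for DEGs common to all 4 groups.

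At an absolute log2 fold change of at least 1 by file label the numbers were DEGs 1676 in DOX, 1670 in MYO and 2849 in RemoLV, 1976 for DEGs RemoLV vs Hyper, 964 for DEGs cardiotoxic vs overload, and 1050 for DEGs cardiotoxic vs Hyper. At an absolute log2 fold change of at least 1 with table names the numbers were DEGs 1608 in DOX, 1552 in MYO, 2852 in RemoLV and 2001 in Hyper, 1361 for DEGs cardiotoxic vs overload, and 1050 for DEGs cardiotoxic vs Hyper. Further numbers at an absolute log2 fold change of at least 1 with table names were 766 for DEGs common to all 4 groups.

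With RLE normalization by file label the log2 values were proliferation markers 0.92 in MYO and -0.00995 in Hyper, EFTUD2 -0.00253 in DOX, and MYL2 -0.0106 in Hyper. With RLE normalization with table names the log2 values were ACE -0.0118 in MYO, and pan-cardiomyocyte genes 0.39 in MYO.

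With upper-quartile normalization by file label the log2 values were TNF targets 0.0353 in DOX and -0.28 in Hyper, blood markers -2.77 in RemoLV, immediate-early genes -1.43 in RemoLV and -0.84 in Hyper, and TGF-ß targets 0.00198 in Hyper. Further log2 values with upper-quartile normalization by file label were COL1A1 0.0185 in Hyper, and EIF5B 0.00710 in Hyper. With upper-quartile normalization with table names the log2 values were smooth muscle markers -0.00372 in DOX, HIF-1 targets -0.0801 in Hyper, ACE -0.0622 in MYO, RPL11 -0.0485 in DOX, and TNF targets 0.38 in MYO and 0.62 in RemoLV. Other log2 values with upper-quartile normalization with table names were immediate-early genes 0.77 in MYO and 1.43 in RemoLV. Upper-quartile normalization moved the median log2 fold change of all genes in RemoLV by 0.121 by file label and -0.121 with table names, and no other normalization moved it by more than 0.1, so that the values in RemoLV are to be read relative to this shift.

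With no filter by file label the numbers were DEGs 623 in DOX, 563 in MYO and 2 in Hyper, 407 for DEGs cardiotoxic vs overload, 477 for DEGs cardiotoxic vs Hyper, and lower metallopeptidase genes 5 in RemoLV. With no filter by file label the log2 values were skeletal muscle markers 0.25 in DOX and 0.48 in MYO, blood markers -2.05 in DOX and -2.62 in RemoLV, proliferation markers 0.94 in MYO, and immediate-early genes -1.58 in RemoLV and -0.88 in Hyper. Further log2 values with no filter by file label were TNF targets -0.37 in Hyper. With no filter with table names the numbers were 601 for DEGs cardiotoxic vs overload, 478 for DEGs cardiotoxic vs Hyper, and lower TGF-ß inhibitor genes 3 in DOX. With no filter with table names the log2 values were EEF2 6.89e-04 in MYO, pan-cardiomyocyte genes 0.21 in DOX, immediate-early genes 0.84 in MYO and 1.58 in RemoLV, TNF targets 0.77 in RemoLV, and TGF-ß targets -0.65 in RemoLV.

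With at least 10 counts in every sample by file label the numbers were DEGs 87 in DOX, 88 in MYO and 332 in RemoLV, 223 for DEGs RemoLV vs Hyper, 38 for DEGs cardiotoxic vs overload, and 43 for DEGs cardiotoxic vs Hyper. Further numbers with at least 10 counts in every sample by file label were higher calcium and potassium channel genes 7 in DOX, 10 in MYO and 9 in RemoLV. With at least 10 counts in every sample by file label the log2 values were skeletal muscle markers -0.19 in Hyper, blood markers -0.50 in Hyper, and proliferation markers -0.0112 in Hyper. With at least 10 counts in every sample with table names the numbers were DEGs 185 in DOX, 159 in MYO, 332 in RemoLV and 223 in Hyper, 41 for DEGs cardiotoxic vs overload, and 43 for DEGs cardiotoxic vs Hyper. Further numbers with at least 10 counts in every sample with table names were 92 for DEGs common to all 4 groups, higher Fig. 4A genes 0 in Hyper, and lower metallopeptidase genes 7 in MYO. With at least 10 counts in every sample with table names the log2 values were HIF-1 targets -0.0158 in Hyper, ACE -0.0365 in MYO, RPL11 -0.0214 in DOX, and skeletal muscle markers 1.74 in DOX, 1.62 in MYO, 1.83 in RemoLV and 1.38 in Hyper. Other log2 values with at least 10 counts in every sample with table names were TNF targets 0.48 in MYO, pan-cardiomyocyte genes 0.36 in MYO, and blood markers 1.11 in RemoLV.

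With only the groups compared in the model by file label the numbers were DEGs 1 in Hyper, and higher TGF-ß component genes 1 in MYO. With only the groups compared in the model by file label the log2 values were proliferation markers 0.92 in MYO and -0.0199 in Hyper, TNF targets -0.75 in RemoLV and -0.35 in Hyper, blood markers -2.53 in RemoLV, and immediate-early genes -1.52 in RemoLV and -0.57 in Hyper. Further log2 values with only the groups compared in the model by file label were skeletal muscle markers -0.19 in Hyper. With only the groups compared in the model with table names the numbers were 1 for DEGs RemoLV vs Hyper, higher TGF-ß component genes 7 in MYO, higher Fig. 4A genes 7 in MYO, 1 in RemoLV and 2 in Hyper, and higher FoxO genes 7 in DOX. With only the groups compared in the model with table names the log2 values were ACE -0.00517 in MYO, RPL11 -5.01e-04 in DOX, TNF targets 0.43 in MYO and 0.75 in RemoLV, and immediate-early genes 0.88 in MYO, 1.52 in RemoLV and 0.76 in Hyper. Other log2 values with only the groups compared in the model with table names were pan-cardiomyocyte genes 0.39 in MYO, and FoxO targets 0.34 in Hyper.

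With a replicate block by file label the numbers were higher TGF-ß component genes 1 in MYO, and lower metallopeptidase genes 3 in DOX and 3 in MYO. With a replicate block by file label the log2 values were blood markers -2.19 in DOX and -2.76 in RemoLV, proliferation markers 0.89 in MYO, immediate-early genes -1.54 in RemoLV and -1.20 in Hyper, and TNF targets -0.32 in Hyper. Further log2 values with a replicate block by file label were fibroblast markers -0.0167 in Hyper, ADRA1A -0.14 in MYO, CDKN1A 0.15 in DOX and 0.0903 in MYO, COL3A1 -0.0167 in Hyper, and MYL2 -0.0229 in Hyper. With a replicate block with table names the numbers were higher Fig. 4A genes 2 in MYO, and lower collagen genes 6 in DOX. With a replicate block with table names the log2 values were EEF2 0.0102 in MYO, TNF targets 0.51 in MYO, and immediate-early genes 1.55 in RemoLV.

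With DESeq2 by file label the numbers were DEGs 24 in Hyper, 7 for DEGs common to all 4 groups, lower metallopeptidase genes 2 in Hyper, and higher calcium and potassium channel genes 1 in Hyper. With DESeq2 by file label the log2 values were EFTUD2 -0.00279 in DOX, and MYL2 -0.0106 in Hyper. With DESeq2 with table names the numbers were 3 for DEGs DOX vs MYO, 22 for DEGs RemoLV vs Hyper, higher Fig. 4A genes 7 in MYO, and higher FoxO genes 7 in DOX. With DESeq2 with table names the log2 values were ACE -0.0113 in MYO.

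With shrunken DESeq2 fold changes by file label the numbers were DEGs 124 in DOX, 104 in MYO, 413 in RemoLV and 5 in Hyper, 1 for DEGs DOX vs MYO, and 353 for DEGs RemoLV vs Hyper. Further numbers with shrunken DESeq2 fold changes by file label were 80 for DEGs cardiotoxic vs overload, and 82 for DEGs cardiotoxic vs Hyper. With shrunken DESeq2 fold changes with table names the numbers were DEGs 305 in DOX, 300 in MYO, 421 in RemoLV and 356 in Hyper, 2 for DEGs DOX vs MYO, and 5 for DEGs RemoLV vs Hyper. Further numbers with shrunken DESeq2 fold changes with table names were 80 for DEGs cardiotoxic vs overload, 82 for DEGs cardiotoxic vs Hyper, and 163 for DEGs common to all 4 groups.

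With DESeq2 on the genes with at least 0.5 CPM by file label the numbers were DEGs 24 in Hyper, 357 for DEGs cardiotoxic vs Hyper, 7 for DEGs common to all 4 groups, lower metallopeptidase genes 2 in Hyper, and higher calcium and potassium channel genes 1 in Hyper. With DESeq2 on the genes with at least 0.5 CPM by file label the log2 values were EFTUD2 -0.00238 in DOX, and MYL2 -0.0106 in Hyper. With DESeq2 on the genes with at least 0.5 CPM with table names the numbers were 3 for DEGs DOX vs MYO, 22 for DEGs RemoLV vs Hyper, 395 for DEGs cardiotoxic vs overload, 359 for DEGs cardiotoxic vs Hyper, higher Fig. 4A genes 7 in MYO, and higher FoxO genes 7 in DOX. With DESeq2 on the genes with at least 0.5 CPM with table names the log2 values were ACE -0.00953 in MYO.

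With the 1000 most variable genes by file label the numbers were 367 for genes of the k-means cluster highest in overload, 346 for genes of the k-means cluster highest in cardiotoxic, and 287 for genes of the k-means cluster highest in Control. With the 1000 most variable genes with table names the numbers were 287 for genes of the k-means cluster highest in overload, 346 for genes of the k-means cluster highest in cardiotoxic, and 367 for genes of the k-means cluster highest in Control.

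With the 500 most variable genes by file label the shares of variance in percent were 50.5 for PC1, and 20.6 for PC2.

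With log2 CPM in place of rlog values by file label the shares of variance in percent were 31.1 for PC1. With log2 CPM in place of rlog values by file label the numbers were 439 for genes of the k-means cluster highest in Control. With log2 CPM in place of rlog values with table names the numbers were 439 for genes of the k-means cluster highest in overload.

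Under table names the numbers were DEGs 594 in DOX, 567 in MYO and 676 in Hyper, 0 for DEGs RemoLV vs Hyper (2465 genes at an unadjusted p under 0.05), 304 for DEGs common to all 4 groups, and lower TGF-ß inhibitor genes 6 in DOX, 6 in MYO, 7 in RemoLV and 6 in Hyper. Further numbers under table names were higher TGF-ß component genes 5 in DOX, 4 in MYO, 8 in RemoLV and 5 in Hyper, and higher apelin genes 11 in DOX, 10 in MYO, 14 in RemoLV and 8 in Hyper. The numbers under table names were also higher HIF-1 genes 8 in DOX, 8 in MYO, 12 in RemoLV and 5 in Hyper, and higher Fig. 4A genes 4 in MYO, 3 in RemoLV and 1 in Hyper. Under table names the numbers were higher Fig. 4B genes 7 in DOX, 3 in RemoLV and 3 in Hyper, and higher FoxO genes 4 in DOX, 6 in MYO, 16 in RemoLV and 13 in Hyper. Further numbers under table names were lower collagen genes 10 in DOX, 13 in MYO, 18 in RemoLV and 21 in Hyper, and lower metallopeptidase genes 11 in DOX, 11 in MYO, 19 in RemoLV and 21 in Hyper. The numbers under table names were also higher calcium and potassium channel genes 8 in DOX, 9 in MYO, 8 in RemoLV and 8 in Hyper. Under table names the log2 values were TNF targets 0.76 in DOX, 0.44 in MYO, 0.75 in RemoLV and 0.39 in Hyper, and TGF-ß targets -0.26 in DOX, -0.37 in MYO, -0.67 in RemoLV and -0.74 in Hyper. Further log2 values under table names were atrial markers -1.81 in DOX, -1.82 in MYO, -2.68 in RemoLV and -2.57 in Hyper, and ventricular markers 5.23 in DOX, 5.27 in MYO, 4.65 in RemoLV and 4.76 in Hyper. The log2 values under table names were also fibroblast markers -0.99 in DOX, -0.89 in MYO, -1.36 in RemoLV and -1.37 in Hyper, and skeletal muscle markers 0.84 in DOX, 1.03 in MYO and 0.995 in RemoLV. Under table names the log2 values were blood markers 0.68 in DOX, 0.66 in MYO, 2.92 in RemoLV and 0.79 in Hyper, and immediate-early genes 2.61 in DOX, 0.83 in MYO, 1.56 in RemoLV and 0.62 in Hyper. Further log2 values under table names were pan-cardiomyocyte genes 0.19 in DOX, 0.40 in MYO, 0.59 in RemoLV and 0.58 in Hyper, and proliferation markers -0.0396 in MYO, -0.91 in RemoLV and -0.79 in Hyper. The log2 values under table names were also FoxO targets 0.21 in RemoLV, HIF-1 targets -0.0468 in RemoLV and 0.00673 in Hyper, and smooth muscle markers -0.12 in RemoLV.

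Under table names and DESeq2 on the genes with at least 0.5 CPM the numbers were DEGs 736 in DOX, 684 in MYO and 825 in Hyper, 3 for DEGs DOX vs MYO, 22 for DEGs RemoLV vs Hyper, and 395 for DEGs cardiotoxic vs overload. Further numbers under table names and DESeq2 on the genes with at least 0.5 CPM were 359 for DEGs cardiotoxic vs Hyper, and 338 for DEGs common to all 4 groups.

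Leaving out each of the 19 libraries in turn changed some results, and the lowest and highest values are given for the counts that changed by more than 1.5 times, the marker and target lists that crossed the threshold or reversed, the shares of variance that moved and the genes that reversed. The shares of variance in percent ranged over 33.3 to 38.6 for PC1, and 24.3 to 26.3 for PC2. Leaving out each library in turn by file label gave ranges of higher DEGs 165 to 363 in DOX, 132 to 345 in MYO, 519 to 888 in RemoLV and 0 to 100 in Hyper, and DEGs 288 to 577 in MYO and 0 to 210 in Hyper. Ranges of the same kind were lower DEGs 0 to 110 in Hyper, 92 to 193 for higher DEGs cardiotoxic vs Hyper, 0 to 67 for DEGs common to all 4 groups, lower TGF-ß inhibitor genes 1 to 2 in MYO, higher TGF-ß component genes 1 to 2 in MYO, and higher Fig. 4A genes 3 to 6 in DOX, 4 to 7 in MYO, 1 to 3 in RemoLV and 0 to 1 in Hyper. The same leave-one-out models gave ranges of higher Fig. 4B genes 0 to 2 in Hyper, lower collagen genes 0 to 1 in MYO, 0 to 1 in RemoLV and 0 to 1 in Hyper, and lower metallopeptidase genes 2 to 7 in DOX, 3 to 6 in MYO and 0 to 7 in Hyper. Leaving out each library in turn by file label gave ranges of higher calcium and potassium channel genes 8 to 16 in DOX, 11 to 17 in MYO and 0 to 5 in Hyper. For log2 values by file label the leave-one-out ranges were TNF targets -0.25 to 0.36 in DOX and -0.49 to -0.22 in Hyper, HIF-1 targets -0.0261 to 0.21 in DOX and -0.0548 to 0.0949 in RemoLV, and blood markers -2.25 to -1.52 in DOX, -3.72 to -2.55 in RemoLV and -2.12 to -0.97 in Hyper. Leave-one-out log2 values by file label ran over immediate-early genes -0.33 to 1.24 in DOX, -1.91 to -1.35 in RemoLV and -1.41 to -0.50 in Hyper, and smooth muscle markers -0.33 to 0.47 in DOX, -0.34 to 0.12 in MYO, -0.31 to 0.46 in RemoLV and -0.26 to 0.17 in Hyper. The leave-one-out models by file label also gave log2 values over pan-cardiomyocyte genes -0.58 to -0.32 in DOX, -0.59 to -0.29 in MYO and -0.18 to 0.0214 in Hyper, FoxO targets -0.43 to 0.0125 in MYO and -0.14 to 0.19 in Hyper, and atrial markers -0.0504 to 0.50 in MYO and -0.22 to 0.37 in Hyper. For log2 values by file label the leave-one-out ranges were skeletal muscle markers -0.41 to 0.0884 in MYO and -0.24 to 0.30 in Hyper, proliferation markers 0.77 to 1.17 in MYO, 0.27 to 1.26 in RemoLV and -0.29 to 0.31 in Hyper, and TGF-ß targets -0.35 to 0.15 in Hyper. Leave-one-out log2 values by file label ran over ventricular markers -0.0986 to 0.01001 in Hyper, fibroblast markers -0.20 to 0.31 in Hyper, ADRA1A -0.14 to 0.40 in MYO, ADRB1 -0.28 to 0.12 in Hyper, AGTR1 -0.26 to 0.0121 in Hyper, and CDKN1A -0.66 to 0.20 in DOX and -0.80 to 0.0600 in MYO. The leave-one-out models by file label also gave log2 values over COL1A1 -0.24 to 0.31 in Hyper, COL3A1 -0.29 to 0.36 in Hyper, EFTUD2 -0.0360 to 0.11 in DOX, EIF5B -0.0937 to 0.0328 in Hyper, FBXO32 -0.53 to 0.0211 in DOX, and FMOD -0.41 to 0.11 in Hyper. For log2 values by file label the leave-one-out ranges were FOS -2.10 to 2.85 in DOX, IL6 -4.28 to 0.11 in DOX and -1.35 to 1.62 in Hyper, MME -0.40 to 0.22 in Hyper, MYL2 -0.0980 to 0.11 in Hyper, and SKP2 -0.13 to 0.70 in DOX and -0.30 to 0.75 in Hyper. Leave-one-out log2 values by file label ran over TNNI1 -0.60 to 3.55 in Hyper, and TNNT1 -0.62 to 0.30 in Hyper. Leaving out each library in turn with table names gave ranges of lower DEGs 518 to 895 in RemoLV, 0 to 211 for DEGs RemoLV vs Hyper, 0 to 110 for higher DEGs RemoLV vs Hyper, 0 to 101 for lower DEGs RemoLV vs Hyper, 93 to 190 for higher DEGs cardiotoxic vs Hyper, and lower TGF-ß inhibitor genes 3 to 6 in DOX. Ranges of the same kind were higher TGF-ß component genes 3 to 6 in DOX, higher Fig. 4A genes 2 to 7 in MYO, 1 to 4 in RemoLV and 1 to 2 in Hyper, and higher Fig. 4B genes 5 to 11 in DOX, 3 to 9 in MYO, 1 to 4 in RemoLV and 1 to 3 in Hyper. The same leave-one-out models gave ranges of higher FoxO genes 1 to 8 in DOX and 2 to 9 in MYO, and lower metallopeptidase genes 5 to 13 in DOX. For log2 values with table names the leave-one-out ranges were TGF-ß targets -0.35 to 0.32 in DOX and -0.90 to -0.31 in RemoLV, and smooth muscle markers -0.32 to 0.12 in DOX, -0.35 to 0.0606 in MYO, -0.46 to 0.31 in RemoLV and -0.49 to 0.25 in Hyper. Leave-one-out log2 values with table names ran over proliferation markers 0.23 to 1.17 in DOX, -0.42 to 0.55 in MYO, -1.26 to -0.27 in RemoLV and -1.23 to -0.18 in Hyper, and TNF targets 0.40 to 0.51 in MYO, 0.66 to 0.89 in RemoLV and -0.0605 to 0.46 in Hyper. The leave-one-out models with table names also gave log2 values over HIF-1 targets -0.0146 to 0.11 in MYO, -0.0949 to 0.0548 in RemoLV and -0.0747 to 0.0151 in Hyper, immediate-early genes 0.56 to 0.98 in MYO and 1.35 to 1.91 in RemoLV, and pan-cardiomyocyte genes 0.36 to 0.46 in MYO. For log2 values with table names the leave-one-out ranges were blood markers 2.55 to 3.72 in RemoLV, ACE -0.35 to 0.14 in Hyper and -0.12 to 0.15 in MYO, EEF2 -0.0597 to 0.0206 in DOX and -0.0455 to 0.0318 in MYO, and FBXO32 -0.40 to 0.20 in Hyper. Leave-one-out log2 values with table names ran over FOS -0.40 to 4.58 in DOX, -0.98 to 1.06 in Hyper and -1.07 to 0.99 in MYO, FOXM1 -0.0604 to 0.96 in MYO, and HIF1A -0.0341 to 0.26 in DOX and -0.0229 to 0.22 in Hyper. The leave-one-out models with table names also gave log2 values over RPL11 -0.0350 to 0.0524 in DOX.

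The libraries named in the passages as changing a count by more than 1.5 times were mostly Control replicate 2 and Control replicate 3 by file label, 2 of the only 3 controls. In all leave-one-out models, named genes kept their direction and side of the threshold in 5139 values, became significant in 68, lost significance in 101 and reversed in 69. The other results stayed the same in 4431 values, moved in 84, strengthened in 47, weakened in 20 and reversed in 54. Depth limits what can be said of genes with few counts: requiring 10 counts in every sample removes genes that are at the floor in 1 group, among them genes with the largest folds, by its own construction.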

Differences from the paper's values

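The tests named here that use table names, and DESeq2 on the genes with at least 0.5 CPM in 1 library, were chosen after the values were seen. All other alternatives were set before the data were examined, and by file label unless table names are given.

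The paper gives 825 DEGs in Hyper vs. Control, against 0 by file label. None of the 10 alternatives set before the data were examined closed this gap. The paper gives 736 DEGs in DOX vs. Control, against 373 by file label. Among the alternatives set before the data were examined, no filter gave 623, which is within 1.5 times the paper's value, and the other 9 were not. The paper gives 684 DEGs in MYO vs. Control, against 335 by file label. With alternatives set before the data were examined, no filter gave 563, which is within 1.5 times the paper's value, and the other 9 were not.

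The paper gives 351 higher DEGs in RemoLV vs. Control, against 559 by file label. Of the alternatives set before the data were examined, shrunken DESeq2 fold changes gave 281, which is within 1.5 times the paper's value, and the other 9 were not. The paper gives 669 lower DEGs in RemoLV vs. Control, against 301 by file label. This gap was closed by none of the 10 alternatives set before the data were examined. The paper gives 237 higher DEGs in Hyper vs. Control, against 0 by file label. The gap remained, as it was closed by none of the 10 alternatives set before the data were examined. The paper gives 588 lower DEGs in Hyper vs. Control, against 0 by file label. None of the 10 alternatives set before the data were examined closed this gap. The paper gives 489 lower DEGs in DOX vs. Control, against 158 by file label. Among the alternatives set before the data were examined, an absolute log2 fold change of at least 1 gave 586 and no filter gave 358, which are within 1.5 times the paper's value, and the other 8 were not. The paper gives 455 lower DEGs in MYO vs. Control, against 168 by file label. With alternatives set before the data were examined, an absolute log2 fold change of at least 1 gave 641 and no filter gave 350, which are within 1.5 times the paper's value, and the other 8 were not. The paper gives 338 DEGs common to all 4 groups, against 0 by file label. None of the 10 alternatives set before the data were examined closed this gap.

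The 10 alternatives are no fold threshold, an absolute log2 fold change of at least 1, RLE normalization, upper-quartile normalization, no filter, at least 10 counts in every sample, only the groups compared, a replicate block, DESeq2 and shrunken DESeq2 fold changes. Beside the 0 DEGs in Hyper, 2418 genes had an unadjusted p under 0.05, and beside the 0 common DEGs 1234 genes had one of at most 0.05 in all 4 comparisons. With table names, chosen after seeing the values, the counts were 676, 594, 567, 300, 559, 195, 481, 371, 362 and 304 in the order given above, each within 1.5 times the paper's. With table names and DESeq2 on the genes with at least 0.5 CPM, also chosen after seeing the values, each count equals the paper's. DESeq2 on these genes by file label, chosen after seeing the values, gave 24, 482, 428, 669, 350, 3, 21, 236, 234 and 7, none within 1.5 times the paper's. Among the models that each left out 1 library by file label, leaving out Control replicate 2 gave 556 DEGs in DOX and 577 in MYO, within 1.5 times the paper's.

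The directions drawn in Figures 3 and 4 of the paper were compared for 372 pairs of a gene and a group, read by eye. By file label, 115 had the call that is drawn (higher, lower or unchanged at the FDR threshold), 84 of 183 drawn higher were lower, and 17 of 41 drawn lower were higher. In RemoLV 55 of 57 drawn higher were lower and 14 of 14 drawn lower were higher. With table names, chosen after seeing the values, 351 had the call that is drawn and none was reversed. By list, the genes in RemoLV drawn higher and found lower by file label were 14 of 14 for apelin, 12 of 12 for HIF-1 and 15 of 16 for FoxO. Of the TGF-ß inhibitors drawn lower, 7 of 7 were higher.

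The paper describes an activated FoxO pathway in RemoLV and Hyper and an activated HIF-1 and apelin pathway in all models. By file label the median log2 fold changes of the drawn genes were negative in all 4 groups for each of the 3 lists. The paper also describes separate profiles of controls and all models, whereas by file label the libraries of Hyper and Control shared 1 cluster, and it ranks RemoLV above Hyper, DOX and MYO in the number of DEGs, where by file label Hyper stood last.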

Other observations

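The tests on the sample names and on Control replicate 2, the count of splits for DOX vs. MYO and RemoLV vs. Hyper with table names and for the common DEGs by file label were chosen only after the result was seen. The other counts of splits were set beforehand.

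Other splits of the same libraries into groups of the same sizes were tested for each count of DEGs. By file label, 1 of the 56 splits of DOX and Control and 1 of the 56 splits of MYO and Control, the real ones, gave as many DEGs, and 1 of the 10 splits of RemoLV and Control, where no share under 0.05 is possible. For the 0 DEGs of Hyper, 10 of the 10 splits gave as many, and for the 0 DEGs between DOX and MYO 100 of the 100 splits, with 2418 and 960 genes at an unadjusted p under 0.05. Where the real count is 0, here and below, every split gives as many or more by construction, so these shares decide nothing. Splits of Hyper and Control other than the real one gave up to 72 DEGs. For the 0 common DEGs it was 100 of the 100 splits. With table names, 1 of the 56 splits of DOX and Control, 1 of the 56 splits of MYO and Control, 1 of the 10 splits of RemoLV and Control and 1 of the 10 splits of Hyper and Control gave as many, in each case the real one, and for the common DEGs 1 of the 100 splits. Between DOX and MYO it was 100 of the 100 splits with table names, and between RemoLV and Hyper 10 of the 10 splits, both with 0 DEGs and with 1095 and 2465 genes at an unadjusted p under 0.05.

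The sample names of the 2 deposits differ for 8 of 19 columns by group. Different processing of the same library by the authors is argued against by the Spearman correlation of these columns with the count file of their own name, at most 0.98441, where the matching file gives 1.0. DESeq2 with table names on the genes with at least 0.5 CPM in 1 library gave log2 fold changes within 2.25e-05 of those in the authors' table for all 14744 genes. This shows which names the authors' table used in its comparisons. It leaves open whether the names on the count files or those of the table are the right ones, and no value in the files decides it.

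The library labelled Control replicate 2, named RemoLV replicate 2 in the authors' table, had correlations of 0.994466 or more with the 3 libraries labelled Hyper and of 0.989429 to 0.990452 with the 2 others labelled Control. A library of the Hyper group under this name is a candidate explanation. It cannot be told apart from variation among the pigs of the group, since the test uses the correlation from which the pattern was found. Library depth is argued against by 13 of 14 pairs of libraries of 1 group by file label, with totals further apart than those of this library and either other Control, which correlated more closely than it does with these. Its total, 1099534 counts above the highest of a Hyper library, lies between those of Hyper and those of the 2 others labelled Control.

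The marker and target lists that belong at no claim are given as medians of log2 fold changes in DOX, MYO, RemoLV and Hyper. They were 0.52, 0.30, 0.67 and -0.04 for TGF-ß targets by file label and -0.26, -0.37, -0.67 and -0.74 with table names. For immediate-early genes they were 1.01, -0.59, -1.56 and -0.88 and 2.61, 0.83, 1.56 and 0.62. Smooth muscle markers had 0.28, -0.20, 0.12 and -0.13 and 0.06, -0.16, -0.12 and -0.26, and proliferation markers 1.43, 0.94, 0.91 and 0.00 and 0.60, -0.04, -0.91 and -0.79. The atrial markers had 0.43, 0.19, 2.68 and 0.10 and -1.81, -1.82, -2.68 and -2.57. For ventricular markers the medians were -0.16, -0.21, -4.65 and -0.07 and 5.23, 5.27, 4.65 and 4.76, and with genes at the floor set to their bounds -0.16, -0.21, -4.38 and -0.07 and 4.95, 5.11, 4.38 and 4.49. Fibroblast markers had 0.40, 0.32, 1.36 and 0.03 and -0.99, -0.89, -1.36 and -1.37, and skeletal muscle markers -0.19, -0.34, -0.995 and 0.14 and 0.84, 1.03, 0.995 and 0.78. Blood markers had -2.04, -1.68, -2.92 and -1.37 and 0.68, 0.66, 2.92 and 0.79, and with bounds -2.04, -1.68, -2.17 and -1.37 and 0.64, 0.54, 2.17 and 0.78. Some of these medians reverse when 1 library is left out, as in DOX for immediate-early genes, which fell to -0.33 by file label without DOX replicate 1.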
